# Gene expression and plant hormone levels in two contrasting rice genotypes responding to brown planthopper infestation

**DOI:** 10.1186/s12870-017-1005-7

**Published:** 2017-02-28

**Authors:** Changyan Li, Chao Luo, Zaihui Zhou, Rui Wang, Fei Ling, Langtao Xiao, Yongjun Lin, Hao Chen

**Keywords:** *Oryza sativa*, *Nilaparvata lugens*, cDNA microarray, Insect-resistance

## Abstract

**Background:**

The brown planthopper (BPH; *Nilaparvata lugens* Stål) is a destructive piercing-sucking insect pest of rice. The plant hormones salicylic acid (SA) and jasmonic acid (JA) play important roles in plant–pest interactions. Many isolated rice genes that modulate BPH resistance are involved in the metabolism or signaling pathways of SA, JA and ethylene. ‘Rathu Heenati’ (RH) is a rice cultivar with a high-level, broad-spectrum resistance to all BPH biotypes. Here, RH was used as the research material, while a BPH-susceptible rice cultivar ‘Taichung Native 1’ (TN1) was the control. A cDNA microarray analysis illuminated the resistance response at the genome level of RH under BPH infestation. The levels of SA and JA in RH and TN1 seedlings after BPH infestation were also determined.

**Results:**

The expression pattern clustering indicated that 1467 differential probe sets may be associated with constitutive resistance and 67 with the BPH infestation-responsive resistance of RH. A Venn diagram analysis revealed 192 RH-specific and BPH-inducible probe sets. Finally, 23 BPH resistance-related gene candidates were selected based on the expression pattern clustering and Venn diagram analysis. In RH, the SA content significantly increased and the JA content significantly decreased after BPH infestation, with the former occurring prior to the latter. In RH, the differential genes in the SA pathway were synthesis-related and were up-regulated after BPH infestation. The differential genes in the JA pathway were also up-regulated. They were jasmonate ZIM-domain transcription factors, which are important negative regulators of the JA pathway. Comparatively, genes involved in the ET pathway were less affected by a BPH infestation in RH. DNA sequence analysis revealed that most BPH infestation-inducible genes may be regulated by the genetic background in a trans-acting manner, instead of by their promoters.

**Conclusions:**

We profiled the analysis of the global gene expression in RH and TN1 under BPH infestation, together with changes in the SA and JA levels. SA plays a leading role in the resistance response of rice to BPH. Our results will aid in understanding the molecular basis of RH’s BPH resistance and facilitate the identification of new resistance-related genes for breeding BPH-resistant rice varieties.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-017-1005-7) contains supplementary material, which is available to authorized users.

## Background

As a staple food for more than half of the world’s population, rice (*Oryza sativa*) is the most important crop in Asia [1], and insect pests are a main factor affecting rice production. Rice brown planthopper (BPH; *Nilaparvata lugens* Stål), which sucks sap from the plant’s phloem, is highly destructive [2]. In addition to direct damage, BPH, as the intermediate vector, can infect rice with pathogens, such as grass stunt virus and ragged stunt virus, leading to further yield losses [3, 4].

Since the 1960s, rice breeders have endeavored to identify BPH-resistant germplasms and develop BPH-resistant rice varieties. At least 30 BPH-resistance quantitative trait loci (QTLs) have been identified in rice. Among these, the chromosomal locations of 21 have been determined, and 12 have been fine-mapped. Most of these BPH-resistance genes were identified from wild rice, few from *indica* rice and none from *japonica* rice [5–7].

Four major BPH-resistance QTLs, *Bph14*, *Bph3*/*Bph17*, *BPH26*/*BPH2* and *Bph29*, were cloned using map-based techniques [8–11]. *Bph14* and *BPH26* encode coiled-coil, nucleotide-binding and leucine-rich repeat proteins that resemble the *R* genes of the nucleotide-binding–leucine-rich repeat family, which mediate plant resistance to pathogens [8, 10]. *Bph14* and *BPH26* are presumed to induce effector-triggered immunity, like the *R* genes, because they share similar conserved protein domains. The expression of *Bph14* is induced by BPH infestation, and it then activates the salicylic acid (SA) signaling pathway, induces calluses deposition in phloem cells and enhances trypsin inhibitor production [8]. *BPH26*, like *Bph14*, also mediates sucking inhibition in the phloem sieve element. The *Bph3* locus is a cluster of three genes encoding plasma membrane-localized lectin receptor kinases (*OsLecRK1*–*OsLecRK3*). *Bph3* was proposed to play a critical role in priming the pattern-triggered immunity response to BPH infestation by perceiving herbivore-associated or damage-associated molecular patterns due to the functions of recently discovered lectin receptor kinases [9]. *Bph29* is a recessive resistance gene that encodes a B3 DNA-binding domain that contains a protein that has a DNA mutation in the B3 domain. *Bph29* was proposed to have lost the function of the dominant allele, which is required for the settling of insects, and thus confers an antixenosis resistance in conjunction with an anther recessive locus [11]. The cloning of major BPH-resistance QTLs facilitated the understanding of the molecular mechanisms of resistant rice to BPH, although the biological mechanisms are not well understood.

In addition to the major BPH-resistance QTLs, many other rice genes that modulate BPH resistance (resistance-related genes), such as *OsHI-LOX* [12], *Bphi008a* [13], *OsERF3* [14], *OsPLD α4* and *α5* [15], *OsHPL3* [16], *OsACS2* [17], *OsAOC* [18], *Osr9-LOX1* [19], and *OsJMT1* [20], have recently been isolated. Most of them were identified using a reverse genetics strategy, and all of them are involved in the metabolism or signaling pathways of the plant hormones SA, jasmonic acid (JA) and ethylene (ET), indicating that these hormones play important roles in rice defense responses to BPH. SA is generally considered to positively regulate plant defense responses against pathogens and piercing-sucking insects, which cause minimal levels of physical injury to the host plants. The major BPH-resistance QTLs *Bph14* and *BPH29* enhance the expression of the SA synthesis-related genes and the homolog of Arabidopsis nonexpressor of pathogenesis-related genes 1, a key regulator of SA-dependent systemic acquired resistance after BPH infestation. They also suppress the expression levels of the JA synthesis-related genes and the ethylene signaling pathway receptor gene *ethylene insensitive 2* [8, 11].

JA is associated with wounding responses and positively regulates the plant defense response against chewing insects that cause extensive damage to the host. The interactions between SA and JA are commonly antagonistic, with SA having a suppression effect on JA accumulation and signaling. ET is considered to fine-tune the JA-induced responses, and JA and ET are synergistic. Many rice genes involved in JA metabolism, including *OsHI-LOX* [12], *OsPLDa4* and *-a5* [13], *OsHPL3* [16], *AOC* [18], *Osr9-LOX1* [19] and *OsJMT1* [20], can modulate BPH resistance. JA and its metabolites have diverse functions in BPH resistance. The ET pathway is generally considered to negatively modulate the BPH resistance of rice [21]. The ET-responsive gene *OsERF3* encodes a nucleus-localized protein, which is rapidly up-regulated in response to infestations of the rice striped stem borer (SSB; *Chilo suppressalis* Walker). Transgenic rice overexpressing *OsERF3* exhibit improved SSB resistance but are more susceptible to BPH. *OsACS2* encodes a rice 1-aminocyclopropane-1-carboxylic acid synthase gene, which is inducible by both SSB and BPH infestations. Suppression of *OsACS2* expression in rice reduced the elicited ethylene emissions and SSB resistance, but enhanced BPH resistance [17].

‘Rathu Heenati’ (RH), an *indica* rice cultivar from Sri Lanka, has a high, durable resistance to all of the BPH biotypes. RH is regularly used as a positive control when identifying BPH resistant rice varieties and is an important BPH-resistance donor for rice breeding. In this study, a cDNA microarray analysis was performed to profile the whole genome expression of RH, and a BPH-susceptible rice cultivar ‘Taichung Native 1’ (TN1) was used as the control. All of the rice plants were grown under three treatment conditions, natural growth (untreated), needle puncturing (mocking a simple mechanical wound) and BPH infestation, and two sampling time points, 6 and 24 h after treatment, were used. The changes in the levels of SA and JA in RH and TN1 seedlings were also determined at 6, 24 and 48 h after BPH infestation. The ET content is difficult to measure because of its volatility and was, therefore, not determined in this study. This study revealed the resistance responses of RH to BPH at the genomic transcription level and through changes in the JA and SA contents. The results of this study aid in understanding the biological foundation of the BPH resistance of RH and in identifying new BPH resistance-related genes for rice breeding.

## Results

### Genome-wide comparison of differentially-expressed probe sets between RH and TN1 under BPH infestation

The experimental design included two rice varieties (RH and TN1), three treatments (untreated control, needle puncturing and BPH infestation) and two sampling time points (6 and 24 h after BPH infestation). 

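RNA from 2-week-old seedlings of RH and TN1 was measured on the Affymetrix Rice Genome Array, with 1 array per sample and 3 biological replicates in each of 12 groups, 36 arrays in all. Each replicate was a pot of 10 seedlings. The punctured plants had been pricked 15 times each, and the infested pots had received about 100 nymphs, or 10 per seedling. The deposited values are intensities of 57194 probe sets on a linear scale, which the authors had already summarised and normalized across arrays; their processing notes name RMA and the affy package without versions. The median intensity per array lay between 35.8 and 39.8, so the arrays stood on one scale and were not normalized again. The deposit holds no detection calls, so a signal under these medians is not shown to lie above background, and a change or difference read against one may be a lower bound. This concerns *ASMT3*, *LEA19*, *ICL*, *HOX24*, the *peroxidase* gene, *JAZ8*, *JAZ9*, *JAZ13*, *CM-LOX1*, *GLT2*, *GER3*, *ARD' 4*, *GST-I* and a probe set of *GAPDH* below. Arrays of one group correlated at 0.988 or more with each other, and the number of arrays limits the precision of each value.
The intensities were taken to the log2 scale, and limma's model with 1 mean per group was fitted over all 36 arrays. Each probe set had 1 variance for all groups, so an SE does not measure the spread within the groups compared. A probe set was taken as differential when its adjusted p (Benjamini-Hochberg, over all probe sets of the comparison) was under 0.05 and its fold change was at least 2. The difference in response between varieties, an interaction term, is given as the log2 fold change of RH minus that of TN1, and the same adjusted p was used for it with no minimum fold change. A one-way ANOVA, the test the paper names, was also run here on the 2 groups compared. With an adjusted p it gave far fewer differential probe sets, 0 in R6N/R6C, 2 in T6N/T6C, 1 in R6P/R6C, 0 in T6P/T6C, 175 in R24P/R24C and 1581 in T24P/T24C. At an unadjusted p under 0.05 it gave 120, 252, 245, 191, 687 and 3545 in the same order. The platform annotation gave 1 gene for 22436 probe sets, several for 95 and none for 34663, and 3191 of those with 1 gene carried a name beyond a locus number. The genes named here are therefore part of those that changed.
Lists of genes, 29 of them fixed before the data were examined as patterns on product names, were rewritten for the gene symbols of the annotation. The 23 of these with 5 or more measured genes, and 3 added lists, were tested with camera in limma. The tests used a preset correlation of 0.01 between genes, over 17905 genes with 1 probe set each. The lists of lectin receptor kinases, wall-associated kinases and beta-1,3-glucanases had 0 measured genes. Those of NBS-LRR proteins and of pathogenesis-related and thaumatin-like proteins had 1 each and that of class III peroxidases 2, so none of these lists was tested. With a correlation estimated from the arrays, the list calls that held were those of the jasmonate ZIM-domain (JAZ) genes in R6P/R6C, R6N/R6C and T6N/T6C and of the chitinases in T6N/T6C. Adjusting over each list alone gave the same number of differential genes as adjusting over all probe sets, except for the chitinases in T6P/T6C. The list tests of the needle, variety, time and interaction comparisons were added after the data were seen.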

There were 12 samples in total, with 3 biological replicates per sample. The abbreviations R6C, R24C, R6N, R24N, R6P, R24P, T6C, T24C, T6N, T24N, T6P and T24P were used to represent these 12 samples, where the first letter, R or T, indicates the rice varieties RH or TN1, respectively; the Arabic number in the middle indicates the 6 or 24 h post-treatment collection time points; and the last letter C, N or P, indicates one of the three different treatments, untreated control, needle puncturing or BPH infestation, respectively. The Affymetrix GeneChip Rice Genome Array, containing 57,194 probe sets, was used for the microarray analysis, and the results of all 36 chips were submitted to the NCBI website (http://www.ncbi.nlm.nih.gov/geo/; accession number: GSE74106; Additional file 1).

There were 8019 differentially-expressed probe sets [fold change (FC) ≥ 2] detected in this study. These included 3682 differential probe sets between different treatments, 3339 between different varieties (RH and TN1), and 5757 between different sampling times, with the two non-differentiating variables being the same (Additional file 2). 

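Of the 57194 probe sets, 9228 were differential in at least 1 of the 20 comparisons in which the other variables were held the same, 4165 of them between treatments, 4185 between varieties and 6496 between sampling times. The varieties differed by 1572 to 1779 probe sets in the untreated, punctured and 6 h infested groups and by 3324 at 24 h after BPH infestation. The sampling times differed by 1438 to 1823 probe sets in the same way, except in infested TN1, where T24P/T6P had 5436 differential probe sets, 2166 higher and 3270 lower at 24 h. Between the untreated groups of RH, the largest difference over time among the genes named here was that of *GLT2*, with an intensity of 724 ± 41.4 (SD, n = 3) in R6C and 14.7 ± 3.65 (SD, n = 3) in R24C.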

To compare the gene expressional differences between RH and TN1, all 8019 differential probe sets were clustered into different groups based on their expression patterns using Multi-Experiment Viewer (Fig. 1). Significantly, 785 differential probe sets in Group k had low expression levels in TN1 and high expression levels in RH under all of the conditions; in contrast, 682 differential probe sets in Group p had low expression levels in RH and high expression levels in TN1 under all of the conditions. Therefore, Groups k and p roughly represent the genetic background differences between RH and TN1. 

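In all 6 conditions 481 probe sets were higher in RH than in TN1 and 538 were lower. *ADPase* led the named genes that were higher in RH, with a mean log2 difference of 4.55 over the 6 conditions (SE 0.0665, adjusted p = 1.47e-31 from limma). Its intensity was 1853.0 ± 195 (SD, n = 3) in R6C and 79.8 ± 4.29 (SD, n = 3) in T6C. *OC-X* was higher in RH by 3.06 and *GER3* by 2.71 on the log2 scale. The lowest in RH was *ARD' 4*, with a log2 difference of -6.58 (SE 0.129, adjusted p = 3.03e-28 from limma), followed by *ACO1* at -5.04 and *GST-I* at -4.17. *MYBS2* stood at -3.57, while another probe set of the gene gave -0.06 in R24C/T24C and did not differ. From such groups the paper reasons that they roughly represent the genetic background of RH and TN1 and that genes of constitutive resistance should be among them.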

Genes related to the constitutive resistance of RH should be included in these two groups. 

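Of the probe sets that were differential under BPH infestation in RH and in no other treatment of RH or TN1, 27 were differential at both 6 and 24 h, 23 of them higher and 4 lower. Among the named genes the MADS-box gene *FDRMADS7* was higher at both times, by 1.01 at 6 h (SE 0.196, adjusted p = 0.00245 from limma) and by 2.74 at 24 h (SE 0.196, adjusted p = 4.83e-11) on the log2 scale. Its intensity was 166 ± 18.0 (SD, n = 3) in R24C, 1101.7 ± 84.3 (SD, n = 3) in R24P and 165 ± 16.5 (SD, n = 3) in T24P. The difference in response between RH and TN1 at 24 h was 2.70 (adjusted p = 2.36e-07), and that at 6 h was 0.78 and did not pass (adjusted p = 0.358). The auxin transporter gene *OsPIN5a* was differential at 24 h only and is not among the 27. It fell by 1.41 in R24P/R24C (SE 0.127, adjusted p = 3.3e-09) and had a log2 fold change of 0.35 in T24P/T24C. In R6P/R6C its value was -0.87 (adjusted p = 5.59e-05 from limma), short of a fold change of 2.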

Groups a and m represent probe sets with BPH infestation-specific down- (6 differential probe sets) and up-regulated (61 differential probe sets) expression levels in RH, respectively. Genes in these two probe sets may be related to the BPH infestation-responsive resistance of RH. Differential probe sets in Groups l, q, r and s showed regular fluctuations associated with sampling time, indicating that their expression is mainly controlled by sampling time (circadian rhythm or other environmental factors). These four types of expression patterns included a total of 3793 differential probe sets, accounting for almost a half of the 8019 differential probe sets.

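In all 4 series without BPH, the untreated and punctured plants of both varieties, 790 probe sets differed between 6 and 24 h in one direction. The pathogenesis-related gene *PBZ1* was higher at 24 h by 4.88 on the log2 scale in R24C/R6C (SE 0.436, adjusted p = 3.13e-10 from limma) and by 3.01 in T24C/T6C. The nitrate reductase gene *NIA1* was higher by 2.64 and 3.24 in the same comparisons, and the linalool synthase gene *LIS* by 2.52 in R24C/R6C. *GLT2* had log2 fold changes of -5.65 in R24C/R6C and -4.96 in T24C/T6C. The 8 photosynthesis genes had a median log2 difference of 0.18 (adjusted p = 4.22e-04 from camera, adjusted p = 0.124 with an estimated correlation), with 1 gene differential. The 7 genes of the circadian clock, 4 of them lower and 1 higher at 24 h, did not pass as a list (adjusted p = 0.282 from camera). The design does not separate time of day from time since the start of treatment.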

**Fig. 1:**
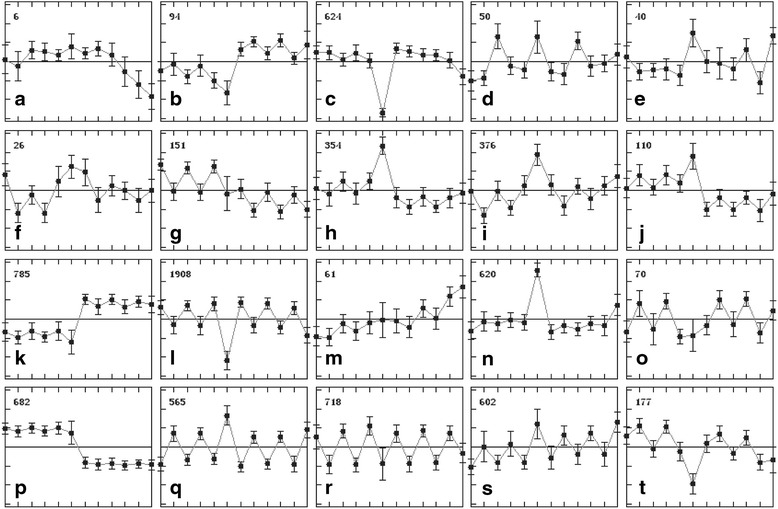
Expression pattern clustering of the differential genes in 12 samples. The points in each panel are from left-to-right: T6C, T24C, T6N, T24N, T6P, T24P, R6C, R24C, R6N, R24N, R6P and R24. **a**-**t** present 20 types of expression patterns of the differential genes that are classified by the software Multi Experiment Viewer

### Best reference genes for BPH resistance research

Reference genes are key factors that ensure the accuracy of a gene expressional analysis under specific conditions. It was very important to select a stably expressed gene under BPH infestation as the reference for quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis [22–24]. Figure 2 shows eight frequently-used reference genes, *actin-1* (*Os03g50890*), *LSD1* (*Os12g41700*), *GAPDH* (*Os02g38920*), *SDHA* (*Os07g04240*), *TPB* (*Os02g45410*), *RPS27α* (*Os01g22490*), *HSP* (*Os03g31300*) and *Ubiquitin* (*Os03g03920*), and their respective signal values extracted from our microarray data under different treatments. *Actin-1* and *RPS27α* were down-regulated in both TN1 and RH within 24 h after BPH infestation; *GAPDH* showed an obvious expressional difference between RH and TN1; and the expression level of *LSD1* was stable but relatively low. 

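The intensities of *actin-1* (_s_at probe set, which can bind several transcripts) were 8289 ± 522 (SD, n = 3) in T24C and 4485 ± 1055 (SD, n = 3) in T24P, a log2 fold change of -0.91 (adjusted p = 9.59e-08 from limma). In R24P/R24C the value was -0.41 (adjusted p = 0.0124). Another probe set of the gene gave -0.25 (adjusted p = 0.255) in T24P/T24C and -0.38 (adjusted p = 0.0961) in R24P/R24C. *RPS27α* fell by 0.94 in T24P/T24C (adjusted p = 1.97e-10) and by 0.60 in R24P/R24C (adjusted p = 6.52e-06). None of these values reached a fold change of 2, and the 4 measured references did not pass the test at 6 h after BPH infestation. *GAPDH* was lower in RH than in TN1 by a log2 difference of -0.59 over the 6 conditions (adjusted p = 1.18e-14). In R6P/T6P its value was -0.39 (adjusted p = 0.00236), while the gene's other probe sets gave -0.28 (adjusted p = 0.142) and 0.28 (adjusted p = 0.178) there and did not pass. The probe set with 0.28 had a mean intensity of 23.7 over the 36 arrays, below the array medians and not shown to lie above background. The coefficient of variation over the 36 arrays was 23.8% for *GAPDH*, 18.1% for *RPS27α*, 15.0% for *actin-1* and 11.7% for *SDHA*, which rose by 0.37 in R24P/R24C (adjusted p = 0.00119). The other references of Fig. 2 were not tied to a probe set by the annotation and were not analysed here.

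**Figure D1:**
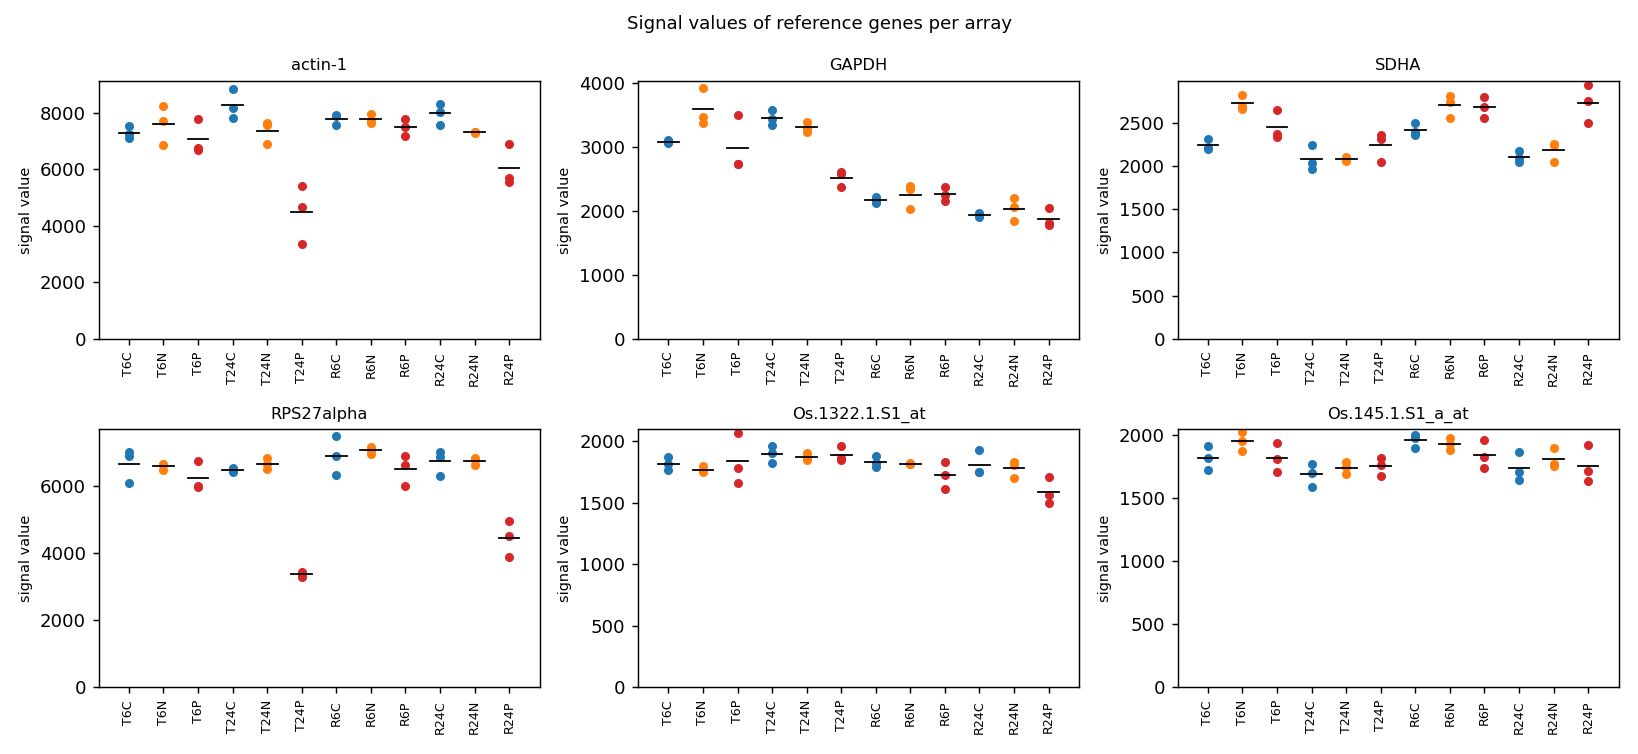
Intensities of reference genes on a linear axis in the 12 groups, with blue dots for arrays of untreated, orange for punctured and red for infested plants and a black line for the group mean. The actin-1 probe set has its highest mean, 8289, in T24C and its lowest, 4485, in T24P.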

Among the remaining four references, *TBP* and *Ubiquitin* showed better overall consistency compared with *HSP* and *SDHA*. Therefore, *TBP* and *Ubiquitin* were determined to be suitable reference genes for BPH resistance research. *Ubiquitin* was used as the reference gene for all of the qRT-PCR analysis in this study.

**Fig. 2:**
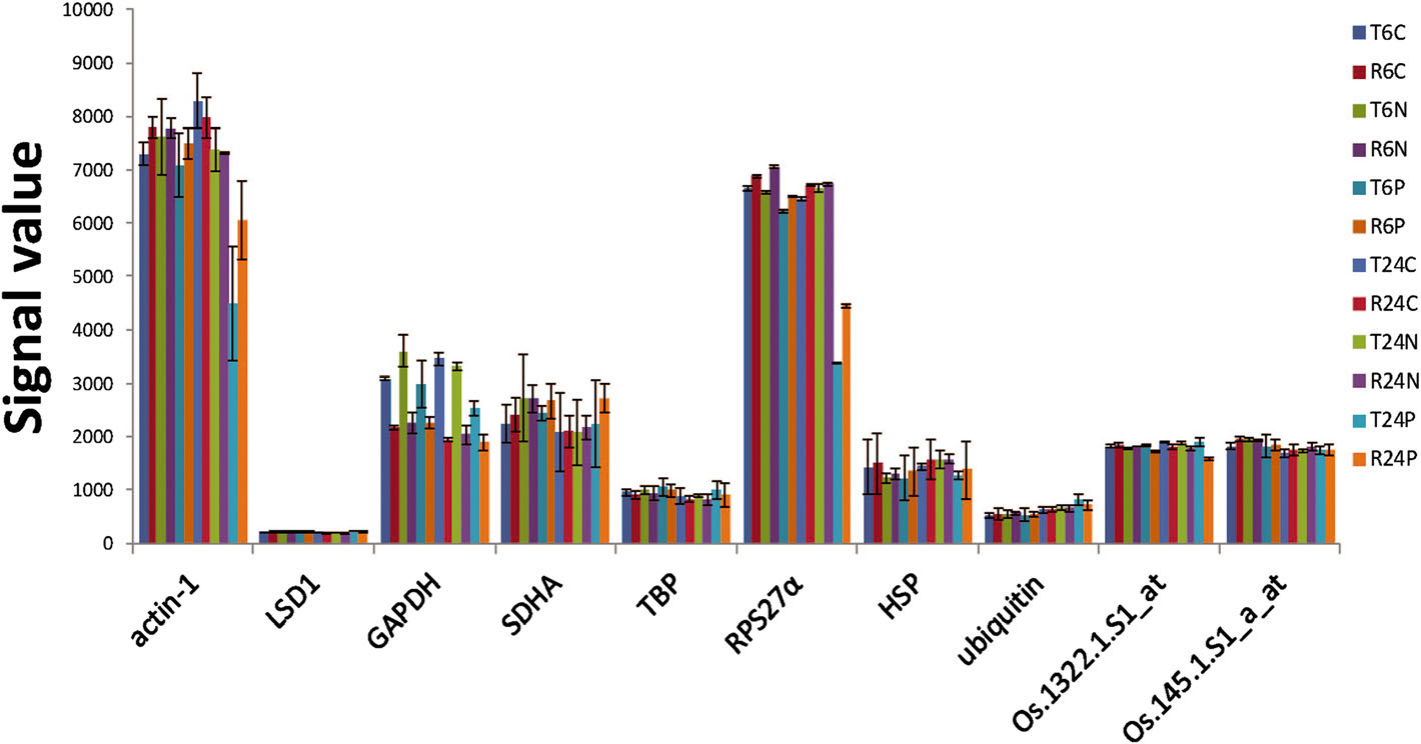
Signal values of *actin-1*, *LSD1*, *GAPDH*, *SDHA*, *TPB*, *RPS27α*, *HSP*, *Ubiquitin*, Os.1322.1.S1_at and Os.145.1.S1_a_at in the microarray data. Among the eight frequently-used reference genes, *TBP* and *Ubiquitin* were more stably expressed than the others under BPH infestation. Os.1322.1.S1_at (*Os05g23860*) and Os.145.1.S1_a_at (*Os02g56000*) are two newly identified references with stable expressions under BPH infestation. *Error bars* indicate standard deviations of three biological replicates

To find additional stable reference genes for the gene expression analysis under BPH-infestation conditions, 373 probe sets with total variance < 5% in the microarray data were screened. Two probe sets with low expressional variances and appropriate expressional levels were selected, Os.1322.1.S1_at (*Os05g23860*) and Os.145.1.S1_a_at (*Os02g56000*) (Fig. 2), and the genes corresponding to these two probe sets were annotated to be rab GDP dissociation inhibitor alpha and 26S protease regulatory subunit 6A, respectively, in the MSU Rice Genome Annotation Project Release 7 (http://rice.plantbiology.msu.edu/index.shtml). They were also stably expressed during the entire life cycles of the *indica* rice varieties ‘Minghui 63’ and ‘Zhenshan 97’ [23].

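The annotation ties the probe set of the protease regulatory subunit to the gene *OsRPT5a*. Over the 36 arrays the probe set of the rab GDP dissociation inhibitor had a mean intensity of 1805 ± 111 (SD, n = 36), a coefficient of variation of 6.14%, and *OsRPT5a* a mean of 1815 ± 116 (SD, n = 36) and a coefficient of 6.37%. The group means of the inhibitor gene ran from 1592.5 in R24P to 1900.1 in T24C, a ratio of 1.19, and those of *OsRPT5a* from 1687 in T24C to 1956 in R6C, a ratio of 1.16. With the variance taken as the coefficient of variation of the intensities over all arrays, 64 probe sets were under 5%, and neither of the pair was among them.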

### Different defense responses, at the genome level, between RH and TN1 to BPH infestation

At 6 h after needle puncturing, there were 92 differential probe sets in RH compared with the samples under natural growth, while there were 211 in TN1, indicating TN1’s more sensitive reaction to simple mechanical damage than RH. However, at 24 h after needle puncturing, fewer differential probe sets were detected in both RH (27) and TN1 (38) (Table 1), indicating that the reactions to simple mechanical damage had almost recovered by 24 h.

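At 6 h after needle puncturing 101 probe sets were differential in RH, 89 higher and 12 lower, and 239 in TN1, 220 higher and 19 lower. The largest named rise in both varieties was that of a *peroxidase* gene, by 4.10 on the log2 scale in R6N/R6C (SE 0.336, adjusted p = 9.58e-09 from limma) and by 4.64 in T6N/T6C (adjusted p = 2.78e-10). Its intensity was 32.6 ± 8.07 (SD, n = 3) in R6C and 553 ± 70.7 (SD, n = 3) in R6N. The aquaporin gene *OsPIP1;3* rose by 2.09 in RH and 2.31 in TN1. *pinA* rose by 3.81 in T6N/T6C (adjusted p = 8.67e-10) and had a log2 fold change of 0.32 in R6N/R6C, a difference in response of -3.49 (adjusted p = 6.45e-05). The interaction of variety and puncturing at 6 h was past the test for 8 probe sets, 7 of them with the larger response in TN1, and for 3 to 34 under other settings. Of 10 chitinase genes 3 rose in TN1 (adjusted p = 2.6e-08 from camera) and 1 in RH (adjusted p = 0.00131 from camera, adjusted p = 0.182 with an estimated correlation). Leaving out R6N replicate 1 left 67 differential probe sets in R6N/R6C. The paper reads such counts as a more sensitive reaction of TN1 to simple mechanical damage.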

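At 24 h after needle puncturing 12 probe sets were differential in R24N/R24C, all of them higher, and 31 in T24N/T24C, 29 higher and 2 lower. At an unadjusted p under 0.05 and a fold change of at least 2, limma gave 6 lower probe sets in R24N/R24C and one-way ANOVA 5. The chitinase gene *Cht2* was higher in both, by 1.46 (SE 0.253, adjusted p = 0.0125 from limma) in RH and by 1.64 (SE 0.253, adjusted p = 0.00174) in TN1 on the log2 scale. In TN1 the chitinase genes *CH16* and *chia4a* rose by 1.47 and 1.23. The *peroxidase* gene that led at 6 h had a log2 fold change of 1.57 in R24N/R24C (adjusted p = 0.0829) and of 0.51 in T24N/T24C, and neither passed. Single arrays decide these counts, which were 35 without R24N replicate 1 and 6 without R24C replicate 3 in RH, and 8 without T24C replicate 1 in TN1. At an adjusted p one-way ANOVA gave 0 in both.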

**Table 1:** Number of differentially-expressed probe sets detected in RH and TN1 under needle-puncturing and BPH-infestation treatments

Comparison	FC^a^ > 2		FC^a^ > 5		Total
	Up	Down	Up	Down	
R6N/R6C	69	10	13	0	92
T6N/T6C	164	21	26	0	211
R6P/R6C	126	48	33	2	209
T6P/T6C	151	10	12	0	173
R24N/R24C	26	0	1	0	27
T24N/T24C	31	3	4	0	38
R24P/R24C	405	136	72	1	614
T24P/T24C	1368	1639	301	48	3356

^a^FC indicates the fold change of differential probe sets under different treatments

At 6 h after BPH infestation, there were more differential probe sets in RH (209) than in TN1 (173). The number of differential probe sets with high FCs (>5) was 35 in RH and 12 in TN1 (Table 1). Although TN1 was relatively more sensitive to simple mechanical damage, more differential probe sets were detected in RH at 6 h (early stage) after BPH infestation, implying that the defense responses to BPH infestation in RH was more intensive than in TN1. 

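At 6 h after BPH infestation 238 probe sets were differential in RH, 181 higher and 57 lower, and 188 in TN1, 177 higher and 11 lower. The fold change was over 5 for 33 of them in RH and for 13 in TN1. *LIS* was the named gene with the largest rise in RH, by 4.27 on the log2 scale in R6P/R6C (SE 0.256, adjusted p = 2.5e-12 from limma), from 41.1 ± 7.46 (SD, n = 3) in R6C to 818 ± 299 (SD, n = 3) in R6P. In T6P/T6C it rose by 1.21 (adjusted p = 0.00752), and the difference in response between the varieties was 3.06 (adjusted p = 3.63e-05). The transporter gene *ABCG36* rose by 1.84 in R6P/R6C and had a value of 0.32 in T6P/T6C, a difference of 1.52 (adjusted p = 0.0119, but 0.0819 with only the compared groups fitted), while its other probe set showed a difference of 0.20 that did not pass. *DXPS*, a gene of plastid terpenoid synthesis, rose by 2.62 in RH and 1.86 in TN1. The chitinase gene *Cht11* rose by 2.91 in T6P/T6C (adjusted p = 9.78e-07) and had a log2 fold change of 0.99 in R6P/R6C (adjusted p = 0.0536), a difference of -1.92 (adjusted p = 0.0482, and from 0.0515 to 0.0787 in the 3 of 4 other settings in which it was lost). In RH *ERG1* and *OsWRKY24* fell by 1.25 and 1.08. The responses differed between the varieties for 63 probe sets, of which 46 had the larger response in RH and 17 in TN1. The count was 35 without R6P replicate 3, 29 with only the compared groups fitted and 137 with array weights. Without T6C replicate 2 the count in T6P/T6C was 111. The size of these counts hangs on the test and its adjustment. The test the paper names gave 1 in RH and 0 in TN1 at an adjusted p, a threshold the paper does not state. At an unadjusted p under 0.05 that test gave more in RH than in TN1, as did limma (255 and 235). With 1 array left out the ranges of the limma counts overlapped, 185 to 290 in RH and 111 to 209 in TN1. From the larger counts in RH at 6 h, although TN1 was more sensitive to puncturing, the paper proposes that the defense of RH to BPH is the more intensive.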

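In RH at 24 h after BPH infestation 692 probe sets were differential, 73 of them with a fold change over 5, and 134 of those differential at 6 h were differential in the same direction at 24 h. The largest measured rise among named genes was that of *ASMT3*, a methyltransferase gene, by 4.45 on the log2 scale (SE 0.242, adjusted p = 9.37e-14 from limma), from 13.3 ± 2.87 (SD, n = 3) in R24C to 304 ± 121 (SD, n = 3) in R24P. The signal in R24C is not shown to lie above background, so the rise may be a lower bound. At 6 h its log2 fold change in RH was 0.38 and did not pass (adjusted p = 0.425). The *peroxidase* gene that led after puncturing rose by 3.54 in R24P/R24C (adjusted p = 8.56e-09) and *BGLU16*, whose _x_at probe set can bind several transcripts, by 2.94. *LIS* rose by 3.19 at 24 h and *DXPS* by 2.11. Of 10 chitinase genes 4 rose, with a median of 0.43 over the list (adjusted p = 0.0156 from camera, adjusted p = 0.347 with an estimated correlation), and of 9 protease inhibitor genes 3 rose (adjusted p = 0.012 from camera, adjusted p = 0.279 with an estimated correlation). Of 43 heat shock genes 4 rose, with a median of 0.22 (adjusted p = 0.012 from camera, adjusted p = 0.57 with an estimated correlation).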

At 24 h after BPH infestation, more differential probe sets (614) were detected in RH compared with at 6 h, and the number of probe sets with FCs > 5 also increased from 35 to 73, indicating that the signals of BPH infestation were progressively transmitted to the related downstream genes. However, 24 h after BPH infestation, the number of differential probe sets in TN1 dramatically increased to 3356, and the number with FCs > 5 also increased dramatically from 12 to 349 (Table 1). Thus, more differential probe sets were detected in RH at 6 h after BPH infestation; however, many more differential probe sets were detected in TN1 at 24 h after BPH infestation. 

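At 24 h after BPH infestation 3810 probe sets were differential in TN1, 2017 higher and 1793 lower, and the fold change was over 5 for 374. The highest among named genes was the dehydrin gene *RAB21*, which rose by 5.67 on the log2 scale in T24P/T24C (SE 0.367, adjusted p = 4.15e-13 from limma). Its intensity was 75.9 ± 4.42 (SD, n = 3) in T24C and 4569 ± 3111 (SD, n = 3) in T24P. Of 22 genes for cytosolic ribosomal proteins 14 fell, with a median log2 fold change of -1.09 (adjusted p = 5.87e-15 from camera, adjusted p = 0.267 with an estimated correlation). Of 22 genes of dividing cells 13 fell, with a median of -1.10 (adjusted p = 2.89e-04 from camera, adjusted p = 0.354 with an estimated correlation). The responses of RH and TN1 differed at 24 h for 5462 probe sets, of which 4971 had the larger response in TN1 and 491 in RH. The count was 3399 without R24P replicate 2, 3587 without T24P replicate 1, 1420 with only the compared groups fitted and 15783 with array weights. Of the 692 probe sets differential in R24P/R24C, 516 were differential in the same direction in T24P/T24C and 6 in the opposite one. Of 10 chitinase genes 6 rose in T24P/T24C, with a median of 1.34 (adjusted p = 0.00769 from camera, adjusted p = 0.267 with an estimated correlation), and the list differed between the varieties by -0.75 (adjusted p = 0.0362 from camera, adjusted p = 0.308 with an estimated correlation). T24P replicate 1 was the array least like its group, and without it 2924 probe sets were differential in T24P/T24C.

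**Figure D2:**
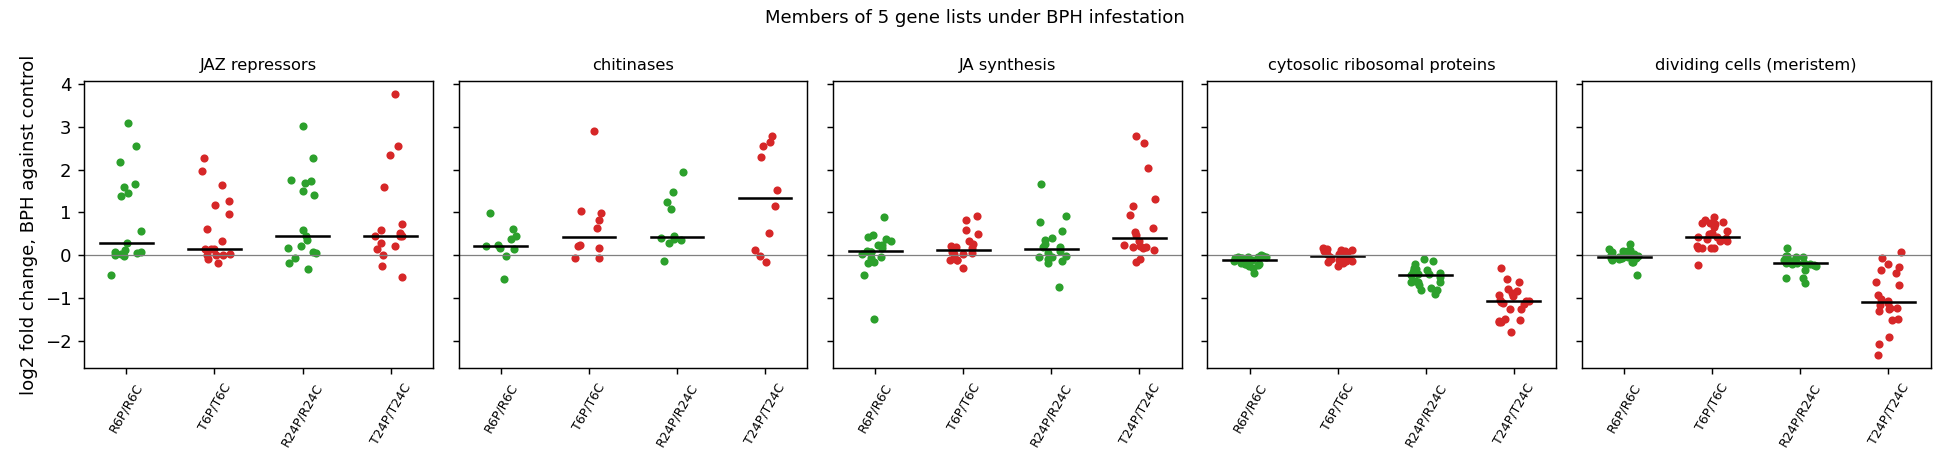
Log2 fold changes of the genes of several lists under BPH infestation, with 1 dot per gene, green for RH and red for TN1, and a line at the median of each list. In T24P/T24C the 22 genes for cytosolic ribosomal proteins have a median of -1.09 and the 22 genes of dividing cells one of -1.10.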

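The late embryogenesis gene *LEA19* (_s_at probe set, which can bind several transcripts) rose by 4.81 on the log2 scale in T24P/T24C, the isocitrate lyase gene *ICL* by 4.69 (SE 0.433, adjusted p = 3.78e-10 from limma) and the homeobox gene *HOX24* by 4.59 (SE 0.386, adjusted p = 6.13e-11). In R24P/R24C *ICL* had a log2 fold change of 0.64 and *HOX24* of 1.08, and neither passed (adjusted p = 0.358 and 0.0564). The differences between the varieties were -4.06 for *ICL* (adjusted p = 5.76e-05) and -3.51 for *HOX24*. These rises varied between arrays, since the intensity of *ICL* was 597 ± 745 (SD, n = 3) in T24P and 12.9 ± 1.89 (SD, n = 3) in T24C. Their SE and p come from a variance pooled over all 12 groups and do not measure this spread in T24P. The control signals of *LEA19*, *ICL* and *HOX24* are not shown to lie above background, so these rises and differences may be lower bounds. The Bowman-Birk inhibitor gene *OSE727A* (_s_at probe set, which can bind several transcripts) rose by 4.02 after puncturing at 6 h in TN1 and by 4.54 in T24P/T24C. Of the 8 NAC genes 3 rose (adjusted p = 0.0114 from camera, adjusted p = 0.267 with an estimated correlation), among them *NAC068* by 1.74. Of the 43 heat shock genes 8 rose, with a median of 0.34 (adjusted p = 0.00139 from camera, adjusted p = 0.267 with an estimated correlation), and of 18 aquaporin genes, a list added after the data were seen, 4 rose (adjusted p = 0.0087 from camera, adjusted p = 0.264 with an estimated correlation). Of 39 genes of growing cell walls 2 rose and 1 fell, with a median of -0.37 (adjusted p = 0.0157 from camera, adjusted p = 0.302 with an estimated correlation).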

Many of the differential probe sets detected in TN1 at 24 h after BPH infestation may have represented the responses to wounding and various physiological stresses resulting from the serious damage caused by the BPH, instead of a resistance response. 

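Of the differential probe sets of RH, 76.1% were higher at 6 h and 79.0% at 24 h, where 547 were higher and 145 lower. In TN1 the shares were 94.1% and 52.9%. The named gene with the largest fall in R6P/R6C was the lipoxygenase gene *CM-LOX1*, by 1.49 on the log2 scale, and *GLT2* fell by 1.36. In R24P/R24C the cytokinin response regulator gene *OsRR1* fell by 1.27 (SE 0.226, adjusted p = 1.72e-04 from limma) and the gyrase gene *GYRA* by 1.20 (SE 0.134, adjusted p = 1.7e-07). Both also fell in T24P/T24C, by 1.97 and 2.64. The 22 genes for cytosolic ribosomal proteins had a median log2 fold change of -0.46 in R24P/R24C (adjusted p = 1.17e-15 from camera, adjusted p = 0.201 with an estimated correlation) and of -0.12 in R6P/R6C (adjusted p = 0.0249 from camera, adjusted p = 0.741 with an estimated correlation), and the genes stayed within a fold change of 2.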

In RH, the majority of differential probe sets were up-regulated at either 6 or 24 h after BPH infestation, indicating that the inducible expression of resistance-related genes may be the main molecular basis of the defense responses in RH to BPH.

The Venn diagram analysis of differential probe sets is shown as Fig. 3. 

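In RH 44 probe sets were higher and 9 lower at 6 h after both BPH infestation and needle puncturing, 52.5% of those differential after puncturing. Among the genes shared, *OsPIP1;3* rose by 2.11 in R6P/R6C (SE 0.284, adjusted p = 1.62e-05 from limma), and *DXPS* rose by 1.12 and *LIS* by 1.85 in R6N/R6C. *NIA1* rose by 2.39 under BPH infestation and 1.92 after puncturing, while its other probe set gave 0.30 and 0.12 and did not pass. With only the compared groups fitted the call after puncturing was lost (adjusted p = 0.0763). Lists drawn independently would share 0.282 higher probe sets. Both comparisons used the same R6C arrays, and the number for independent lists does not allow for that. Without the arrays numbered 2 the overlap was 24.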

Among the differential probe sets of RH at 6 h after BPH infestation, 53 were also present at 6 h after needle puncturing. 

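In TN1 57 probe sets were higher at 6 h after both treatments, 23.8% of those differential after puncturing. *OsPIP1;3* rose by 1.55 in T6P/T6C (SE 0.284, adjusted p = 0.00214 from limma), *pinA* by 2.11 (adjusted p = 1.32e-04) and *OSE727A*, whose _s_at probe set can bind several transcripts, by 1.82 (adjusted p = 0.00546). The beta-glucosidase gene *BGLU30* (_s_at probe set, which can bind several transcripts) rose by 1.67 in T6P/T6C and 1.57 in T6N/T6C. Independent lists would share 0.681 higher probe sets, without allowance for the T6C arrays that entered both comparisons. Without the arrays numbered 3 the overlap was 20.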

Among the differential probe sets of TN1 at 6 h after BPH infestation, 60 were also present at 6 h after needle puncturing. At 24 h after the treatments, most of the differential probe sets under needle puncturing, in either RH or TN1, were also present under BPH infestation. 

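At 24 h 10 probe sets in RH and 21 in TN1 were higher after both treatments, 83.3% and 67.7% of those differential after puncturing. In each variety both comparisons used the same untreated arrays, and the contribution of these to the overlap was not measured. The chitinase gene *Cht2* was shared in both varieties and rose by 1.49 in R24P/R24C and 2.30 in T24P/T24C on the log2 scale. In TN1 *chia4a* and *CH16* were shared too and rose by 2.78 and 2.56 in T24P/T24C. The overlaps rest on single sets of arrays, since without the arrays numbered 1, 2 and 3 in turn that of RH was 33, 4 and 0 and that of TN1 10, 10 and 2.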

By excluding the differential probe sets of RH and TN1 under needle puncturing and those of TN1 under BPH infestation, a total of 192 RH-specific and BPH-inducible probe sets were determined. These 192 probe sets may represent the basis of the inducible defense in RH to BPH (Additional file 3).

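Leaving out the probe sets differential under puncturing in either variety or under BPH infestation in TN1 left 164 that were differential in RH under BPH infestation, 135 higher and 29 lower. Of these, 27 were differential at 6 h only and 110 at 24 h only. Being differential in RH and not in TN1 is not a test of the difference, and 88 of the 164 passed the interaction of variety and infestation at the time of their call. The zinc transporter gene *OsZIP3* rose by 2.37 on the log2 scale in R24P/R24C (SE 0.241, adjusted p = 2.93e-08 from limma), had a value of 0.08 in T24P/T24C, and differed between the varieties by 2.29 (adjusted p = 4.83e-05). For the cystatin gene *gKOCIII* the rise of 1.10 in R24P/R24C (adjusted p = 4.19e-08) stood beside 0.80 in T24P/T24C (adjusted p = 1.16e-06, under a fold change of 2), and the difference did not pass (adjusted p = 0.287). Of the paper's 192 probe sets, all measured here, 183 were differential at the time the paper lists, 154 higher and 29 lower, and 117 were among the 164. Of the 192, 63 were also differential in TN1 under BPH infestation and 48 after puncturing in either variety. Without the arrays numbered 1 the number of RH-specific probe sets was 367.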

**Fig. 3:**
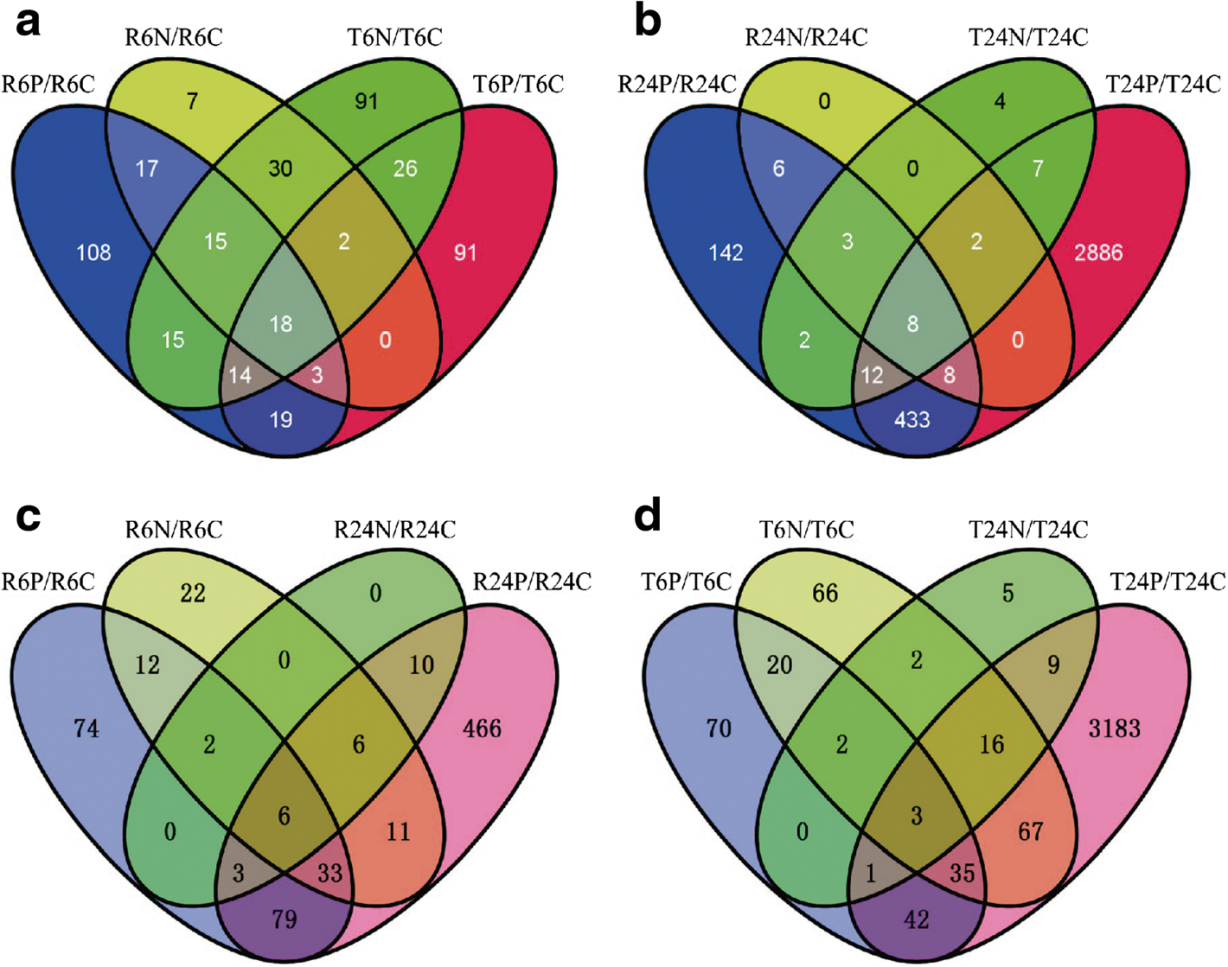
Venn diagram analysis of differential probe sets under needle-puncturing and BPH infestation treatments at different times. **a** 6 h after needle puncturing or BPH infestation in RH and TN1; **b** 24 h after needle puncturing or BPH infestation in RH and TN1; **c** 6 and 24 h after needle puncturing or BPH infestation in RH; and **d** 6 and 24 h after needle puncturing or BPH infestation in TN1

### Gene Ontology (GO) analysis

The differential probe sets of RH and TN1 under needle puncturing (the differential probe set groups of R6N/R6C and T6N/T6C) or BPH infestation (groups of R6P/R6C, R24P/R24C, T6P/T6C and T24P/T24C) were subjected to GO analysis using GOEAST software, which includes two principal GO categories: biological process (BP) and molecular function (MF) (Additional file 4). The GO analysis of the groups R24N/R24C and T24N/T24C was not conducted because very few differential probe sets were identified at 24 h after needle puncturing. The first level of BP categories and MF categories with significant differences and the percentages of related differential probe sets with annotations are shown in Fig. 4. 

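At 6 h after puncturing, 3 of 17 JAZ genes rose in R6N/R6C (adjusted p = 5.53e-10 from camera) and 4 in T6N/T6C (adjusted p = 1.84e-08 from camera), led by *JAZ11* with log2 fold changes of 1.65 (SE 0.293, adjusted p = 0.00282 from limma) and 2.08 (adjusted p = 4.02e-05). *OSE727A* (_s_at probe set, which can bind several transcripts) rose by 2.39 in R6N/R6C, the only one of 9 protease inhibitor genes to do so (adjusted p = 0.042 from camera, adjusted p = 0.496 with an estimated correlation). In TN1 1 of the 9 rose (adjusted p = 0.048 from camera, adjusted p = 0.498 with an estimated correlation). Of 18 genes of JA synthesis 1 rose in T6N/T6C (adjusted p = 0.0136 from camera, adjusted p = 0.494 with an estimated correlation). The 4 probe sets that the paper's supplement lists for wounding in T6N/T6C were all differential and higher. They had been chosen on the same arrays, so this is not independent evidence.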

As expected, in the needle-puncturing groups (R6N/R6C and T6N/T6C), ‘response to wounding’ was the GO term found having significant differences. Of the BP categories, the differential probe sets of ‘response to biotic stimulus’, ‘response to abiotic stimulus’, ‘response to wounding’, ‘defense response to fungus’, ‘cell wall macromolecule catabolic’ and ‘chitin catabolic process’ were mainly up-regulated, while those of ‘lipid transport’ were mainly down-regulated (Fig. 4a). 

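The probe sets behind these terms, as the paper's supplement lists them, were chosen on the same arrays, so their directions are not independent evidence. In T24P/T24C 10 of 11 probe sets for the response to biotic stimulus and 16 of 18 for that to abiotic stimulus were higher. All 4 for the defense response to fungus in T24P/T24C and all 3 in R24P/R24C were higher. For chitin catabolism 7 of 7 were higher in R24P/R24C, 8 of 9 in T24P/T24C and 5 of 5 in T6N/T6C. For lipid transport 12 of 16 were lower in T24P/T24C and 3 of 4 in R6P/R6C, while 4 of 7 were higher in R24P/R24C and 11 of 12 in T6N/T6C. Of 5 genes for lipid transfer proteins 1 fell in T24P/T24C and the list did not pass (adjusted p = 0.416 from camera).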

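Of the probe sets that the paper's supplement lists by molecular function, 9 of 9 for serine-type endopeptidase inhibitors were higher in R24P/R24C, 10 of 11 in T24P/T24C and 4 of 4 in R6P/R6C. For chitinase activity 8 of 8 were higher in R24P/R24C and 13 of 14 in T24P/T24C, and for tetrapyrrole binding 14 of 14 in R24P/R24C. For beta-glucosidases 5 of 5 were higher in R24P/R24C, and in T24P/T24C 5 were higher and 4 lower. For RNA methyltransferases 4 of 4 were lower in R24P/R24C and 9 of 9 in T24P/T24C. Among genes of these kinds the cystatin gene *cystatin* rose by 1.13 in R24P/R24C (SE 0.143, adjusted p = 1.51e-06 from limma) and by 2.17 in T24P/T24C (adjusted p = 5.55e-13), while its other probe set gave -0.07 in R24P/R24C. Of 27 beta-glucosidase genes, a list added after the data were seen, 3 rose in R24P/R24C and the list did not pass (adjusted p = 0.154 from camera). In T24P/T24C 2 rose and 4 fell (adjusted p = 0.837 from camera), among the latter *BGLU30*, whose _s_at probe set can bind several transcripts, by 1.38.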

Of the MF categories, the differential probe sets of resistance-related projects, such as ‘serine-type endopeptidase inhibitor activity’, ‘chitinase activity’, ‘beta-glucosidase activity’ and ‘tetrapyrrole binding’ were mainly up-regulated, while those of ‘RNA methyltransferase activity’ were mainly down-regulated (Fig. 4b).

**Fig. 4:**
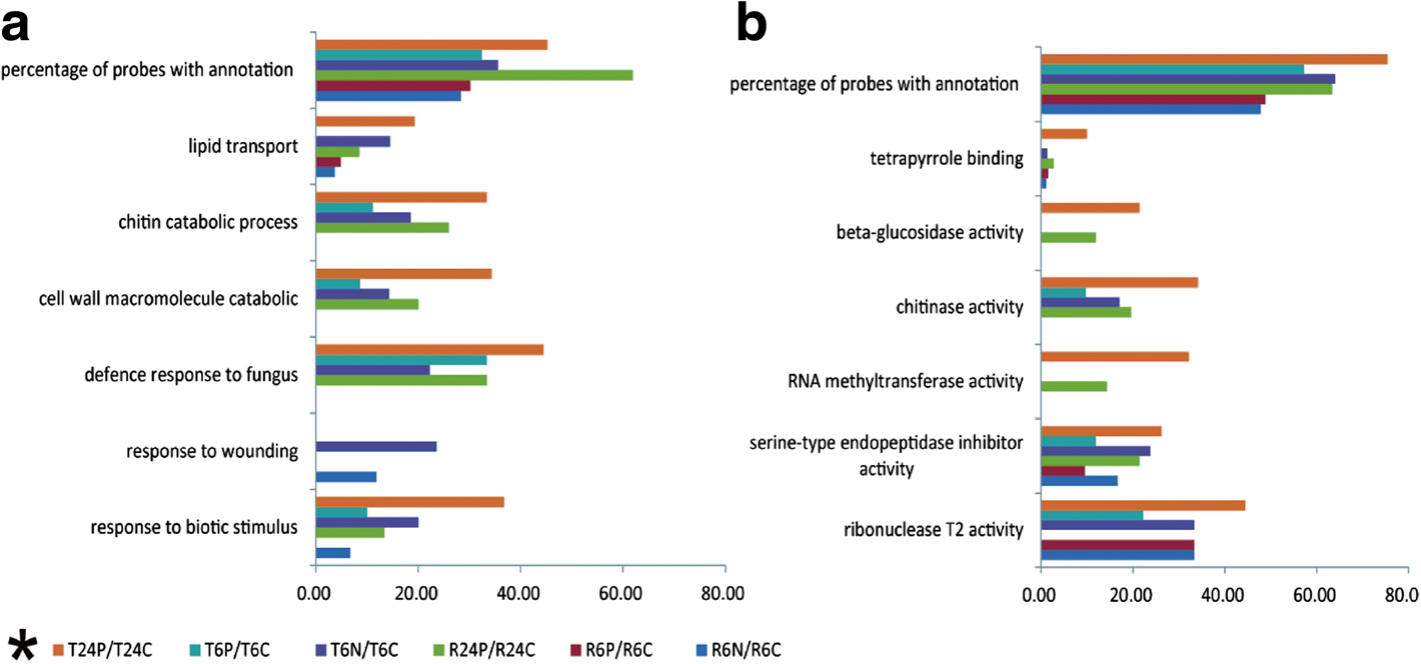
Percentage of differential probe sets with annotations in the T24P/T24C, T6P/T6C, T6N/T6C, R24P/R24C, R6P/R6C and R6N/R6C groups. **a** biological process; and **b** molecular function

### Seeking BPH resistance-related gene candidates in RH

Because too many differential probe sets were identified to test them individually in this study (Fig. 1), strategies were employed to reduce the number of BPH resistance-related gene candidates. One strategy was to combine the microarray analysis with QTL mapping. Four BPH-resistance QTLs were previously reported [25–27] (Additional file 5). 

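The allene oxide synthase gene *AOS*, an enzyme gene of JA synthesis named in Table 2, was lower in RH than in TN1 by a mean log2 difference of -0.77 over the 6 conditions (SE 0.0518, adjusted p = 7.85e-14 from limma), and 1 of the 6 comparisons reached a fold change of 2. Under BPH infestation at 24 h it rose by 1.31 in TN1 (SE 0.127, adjusted p = 1.03e-09). The other genes of Table 2 were not tied to a probe set by the annotation and were not analysed here.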

In this study, we identified 106 differential genes between RH and TN1 that were located within the four BPH-resistance QTL regions (Additional file 6), and 14 of them are likely to be associated with the BPH resistance according to their functional annotations (Table 2). Among them, five genes were located in the *Qbph3* region, five in *Bph17*, one in *Bph3* and three in the *Qbph10* region. A major BPH-resistance QTL, *BPH17/BPH3*, which was mapped in the *Bph17* region, was cloned and contains three tandem genes encoding lectin receptor kinases (*OsLecRK1–OsLecRK3*) [9]. However, the expression levels of these three genes were too low to be detected in this study.

**Table 2:** Fourteen selected candidate genes in the four BPH-resistance QTLs of RH

Candidate gene	QTL	Gene annotation
Os03g12260	*Qbph3*	Cytochrome P450 family protein, expressed
Os03g12500	*Qbph3*	Cytochrome P450 74A2, putative, expressed
Os03g12660	*Qbph3*	Cytochrome P450 family protein, expressed
Os03g13370	*Qbph3*	TPR Domain containing protein, expressed
Os03g16740	*Qbph3*	Protein kinase APK1B, chloroplast precursor, expressed
Os04g08390	*Bph17*	Leucine Rich Repeat family protein, expressed
Os04g09920	*Bph17*	Cytochrome P450 family protein, expressed
Os04g11780	*Bph17*	resistance protein LR10, putative
Os04g14220	*Bph17*	NB-ARC domain containing protein, expressed
Os04g15650	*Bph17*	Leucine Rich Repeat family protein, expressed
Os06g04080	*Bph3*	Glycosyl hydrolases family 17 protein, expressed
Os10g39930	*Qbph10*	Cytochrome P450 family protein, expressed
Os10g41290	*Qbph10*	Protein kinase PVPK-1, putative, expressed
Os10g41550	*Qbph10*	Glycosyl hydrolase family 14 protein, expressed

The second strategy was to determine BPH resistance-related gene candidates by examining gene expression patterns. Clustering the gene expression patterns divided the differential probe sets into 20 groups (Fig. 2). Group m represented those differential probe sets that were BPH-inducible only in RH but not in TN1. A Venn diagram analysis also helped to remove those differential probes sets induced by both mechanical damage and BPH infestation (Fig. 3). Finally, 23 gene candidates were selected based on the expression pattern clustering and Venn diagram analysis. These selected gene candidates shared a similar expression pattern (Fig. 5). They were inducible by BPH infestation only in RH, but not by mechanical damage or in TN1. 

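Among the named genes of Fig. 5, the annotation tied *JAZ8* to a probe set. It rose by 1.66 on the log2 scale in R6P/R6C (SE 0.178, adjusted p = 3.36e-07 from limma) and by 2.27 in R24P/R24C (adjusted p = 2.07e-10). In TN1 the values were 0.62 (adjusted p = 0.0542) and 0.46 (adjusted p = 0.0515) and did not pass. The difference in response between RH and TN1 was 1.81 at 24 h (adjusted p = 1.91e-05) and 1.03 at 6 h, which did not pass (adjusted p = 0.123). Its intensity was 404 ± 63.6 (SD, n = 3) in R6C, 1277.5 ± 223 (SD, n = 3) in R6P and 893 ± 34.6 (SD, n = 3) in R6N. After puncturing at 6 h it rose by 1.16 in R6N/R6C (adjusted p = 3.99e-04) and had a value of 0.51 in T6N/T6C, which did not pass (adjusted p = 0.174). In TN1 it was 36.4 ± 1.90 (SD, n = 3) in T24C and 50.5 ± 10.3 (SD, n = 3) in T24P, near the array medians and not shown to lie above background, so that its response in TN1 may be understated. Over the 6 conditions the measured difference between RH and TN1 was 3.67 (adjusted p = 3.28e-28), which may be a lower bound.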

Among the 23 BPH resistance-related gene candidates, *Os03g12660*, which encodes a cytochrome P450 protein, was the only gene also located in a BPH resistance QTL region (*Qbph3*).

**Fig. 5:**
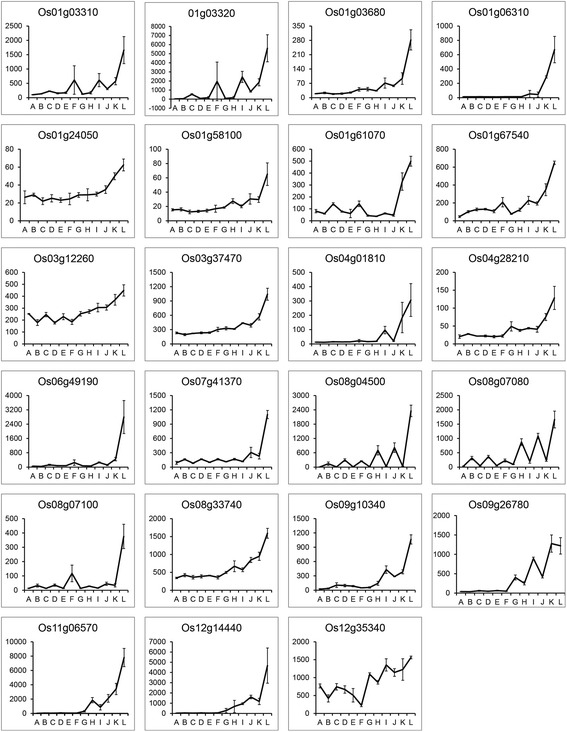
Expression patterns of 23 selected BPH resistance-related gene candidates. These gene candidates share a similar expression pattern, which was inducible by BPH infestation only in RH but not by mechanical damage or in TN1. The six genes in boldface were selected for further detection. A–L on the *x*-axis represent T6C, R6C, T24C, R24C, T6N, R6N, T24N, R24N, T6P, R6P, T24P and R24P, respectively. *Error bars* indicate standard deviations of three biological replicates

### Dynamic changes of SA and JA levels and differential genes associated with SA, JA and ET pathways under BPH infestation

The SA and JA levels (free status) in RH and TN1 were determined at 6, 24 and 48 h after BPH infestation. Overall, the SA level in both RH and TN1 increased significantly after BPH infestation (Fig. 6a); while the JA level in both RH and TN1 decreased significantly after BPH infestation (Fig. 6b). Moreover, the change in the SA content in RH occurred more rapidly than that in TN1. The SA content in RH had increased at 6 h after BPH infestation, while that in TN1 did not increase until 24 h (Fig. 6a).

**Fig. 6:**
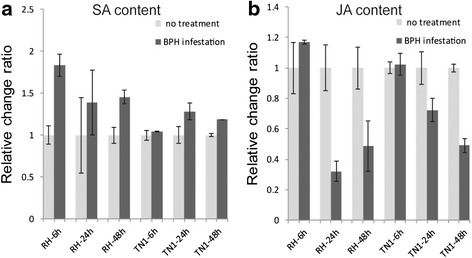
SA and JA relative change ratios in RH and TN1 under BPH infestation. **a** SA relative change ratios in RH and TN1; **b** JA relative change ratios in RH and TN1. *Error bars* indicate standard deviations of three biological replicates

All of the differential genes under BPH-infestation treatment involved in the SA, JA and ET pathways are listed in Table 3. The information concerning the genes involved in the SA, JA and ET pathways refer to Kyoto Encyclopedia of Genes and Genomes annotations. 

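The 4-coumarate:CoA ligase gene *4CL5* rose by 2.03 on the log2 scale in T24P/T24C (SE 0.2, adjusted p = 1.38e-09 from limma), from 97.5 ± 16.2 (SD, n = 3) to 395 ± 25.3 (SD, n = 3). In R24P/R24C its intensity was 163 ± 27.6 (SD, n = 3) without and 154 ± 32.0 (SD, n = 3) with BPH. Of 8 genes of SA synthesis and the entry to the phenylpropanoids, 1 rose and 1 fell in T24P/T24C, and the list did not pass (adjusted p = 0.811 from camera). *OsPAL6*, which Table 3 of the paper lists as higher in RH, was not tied to a probe set by the annotation and was not analysed here. The values of *4CL5* therefore do not speak to the paper's finding on SA genes in RH.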

Six differential genes involved in SA metabolism were detected, and they were up-regulated, except for one gene (*Os02g19970*) that was involved in both ET and SA metabolism.

**Table 3:** Differentially-expressed genes involved in the SA, JA and ET pathways during BPH infestation

Gene ID	Fold changed (under BPH infestation)				Gene annotation
	R6P/R6C	R24P/R24C	T6P/T6C	T24P/T24C	
SA pathway(59)					
Os02g19970	0.41	-	-	-	aminotransferase, classes I and II, domain containing protein, *OsNAAT2*
Os03g13210	-	-	9.43	-	peroxidase precursor
Os04g43800	3.08	2.44	-	-	phenylalanine ammonia-lyase, *OsPAL6*
Os08g02110	3.57	3.29	5.12	-	peroxidase precursor
Os08g34790	-	-	4.08	-	AMP-binding domain containing protein, *Os4CL5*
Os11g02130	2.07	-	2.60	-	peroxidase precursor
JA pathway(42)					
Os01g06600	-	-	2.50	-	glutaryl-CoA dehydrogenase, mitochondrial precursor
Os01g55650	-	-	2.00	-	phospholipase, patatin family, *OspPLAIVα*
Os02g10120	-	-	3.25	-	lipoxygenase, *OsLOX1*
Os02g17390	-	-	2.07	-	3-hydroxyacyl-CoA dehydrogenase
Os05g07090	-	-	4.93	-	acyl-coenzyme A dehydrogenase, mitochondrial precursor
Os06g11210	-	-	4.09	-	12-oxophytodienoate reductase
Os08g39840	-	-	6.92	-	lipoxygenase, chloroplast precursor, *OsLOX9*
Os08g39850	-	-	6.19	-	lipoxygenase, chloroplast precursor, *OsLOX8*
Os11g39220	-	-	2.37	-	acyl-coenzyme A oxidase, *OsACX2*
Os12g26290	-	-	2.93	-	alpha-DOX2
Os12g37260	-	-	3.64	-	lipoxygenase 2.1, chloroplast precursor, *OsLOX11*
Os03g08310	3.32	5.89	-	-	ZIM domain containing protein, OsJAZ9; OsTIFY11a
Os03g08320	8.16	8.55	13.67	4.82	ZIM domain containing protein, OsJAZ11; OsTIFY11c
Os03g08330	2.65	3.03	-	-	ZIM domain containing protein, OsJAZ10; OsTIFY11b
Os09g26780	4.82	3.15	-	-	zinc-finger protein, OsJAZ8; OsTIFY10c
Os10g25230	3.40	4.52	-	-	ZIM domain containing protein, OsJAZ13; OsTIFY11e
Os10g25290	3.21	2.73	2.93	3.12	ZIM domain containing protein, OsJAZ12; OsTIFY11d
ET pathway(82)					
Os01g52260	-	-	2.85	2.10	serine acetyltransferase protein
Os01g59920	-	-	0.33	-	cysteine synthase, chloroplast precursor
Os01g74650	-	-	0.46	-	cysteine synthase, mitochondrial precursor
Os02g14110	-	-	0.47	-	aminotransferase, classes I and II, domain containing protein
Os02g19970	-	-	0.41	-	aminotransferase, classes I and II, domain containing protein, *OsNAAT2*
Os02g53180	-	-	3.30	-	1-aminocyclopropane-1-carboxylate oxidase protein, *OsACO3*
Os03g25940	0.38	-	-	-	cystathionine gamma-synthase
Os03g55280	-	-	0.25	-	semialdehyde dehydrogenase, NAD binding domain containing protein
Os06g36880	-	-	2.22	-	cysteine synthase
Os07g08500	-	-	0.41	-	C-5 cytosine-specific DNA methylase, *OsMET1b*
Os07g22600	-	-	0.49	-	spermidine synthase
Os08g25390	0.47	-	0.22	-	bifunctional aspartokinase/homoserine dehydrogenase, chloroplast precursor
Os09g12290	-	-	0.41	-	bifunctional aspartokinase/homoserine dehydrogenase, chloroplast precursor
Os09g27750	-	-	2.27	-	1-aminocyclopropane-1-carboxylate oxidase 1, *OsACO2*; *OsACO1*
Os10g01570	-	-	0.24	-	C-5 cytosine-specific DNA methylase, OsCMT3a
Os10g37340	2.19	2.10	2.27	-	cystathionine gamma-synthase

Among 42 JA pathway-related genes, 17 were up-regulated under BPH infestation in either RH or TN1. However, the expression level patterns of differential genes involved in the JA pathway were diverse between RH and TN1 (Table 3). All six differential genes in RH were up-regulated and were jasmonate ZIM-domain (JAZ) transcription factors, which are important negative regulators in the JA signal transduction pathway, implying that the JA pathway was repressed in RH under BPH infestation (Table 3). 

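Of 17 JAZ genes 7 rose in R6P/R6C, with a median log2 fold change of 0.29 over the list (adjusted p = 1.73e-11 from camera), and 7 in R24P/R24C (adjusted p = 5.37e-05 from camera, adjusted p = 0.201 with an estimated correlation). *JAZ11* rose by 3.10 on the log2 scale in R6P/R6C (SE 0.293, adjusted p = 3.32e-08 from limma) and by 3.03 in R24P/R24C. Its intensity was 78.5 ± 17.9 (SD, n = 3) in R6C and 676 ± 195 (SD, n = 3) in R6P. *JAZ9* rose by 2.56 at 6 h (SE 0.216, adjusted p = 3.11e-09) and 1.73 at 24 h in RH, *JAZ13* by 2.17 and 1.77, and *JAZ12* by 1.45 and 1.68. *JAZ10* (_s_at probe set, which can bind several transcripts) rose by 1.60 and 1.41, and its other probe set by 1.02 at 6 h but not past a fold change of 2 at 24 h. In TN1 5 JAZ genes rose in T6P/T6C (adjusted p = 7.29e-05 from camera, adjusted p = 0.297 with an estimated correlation) and 4 in T24P/T24C (adjusted p = 0.00769 from camera, adjusted p = 0.28 with an estimated correlation). There *JAZ11* rose by 2.27 and 3.77, *JAZ12* by 1.64 and 2.34 and *JAZ13* by 1.98 and 1.59, while *JAZ9* rose by 1.18 at 6 h and had a value of 0.48 at 24 h (adjusted p = 0.0996). At 6 h 3 JAZ genes differed in response between the varieties at an unadjusted p under 0.05 and 0 at the adjusted one (limma). At 24 h *JAZ9* responded more in RH, by 1.26 (adjusted p = 0.00705). From the rise of the JAZ genes, which it describes as negative regulators of JA signalling, the paper proposes that the JA pathway was repressed in RH under BPH infestation.

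**Figure D3:**
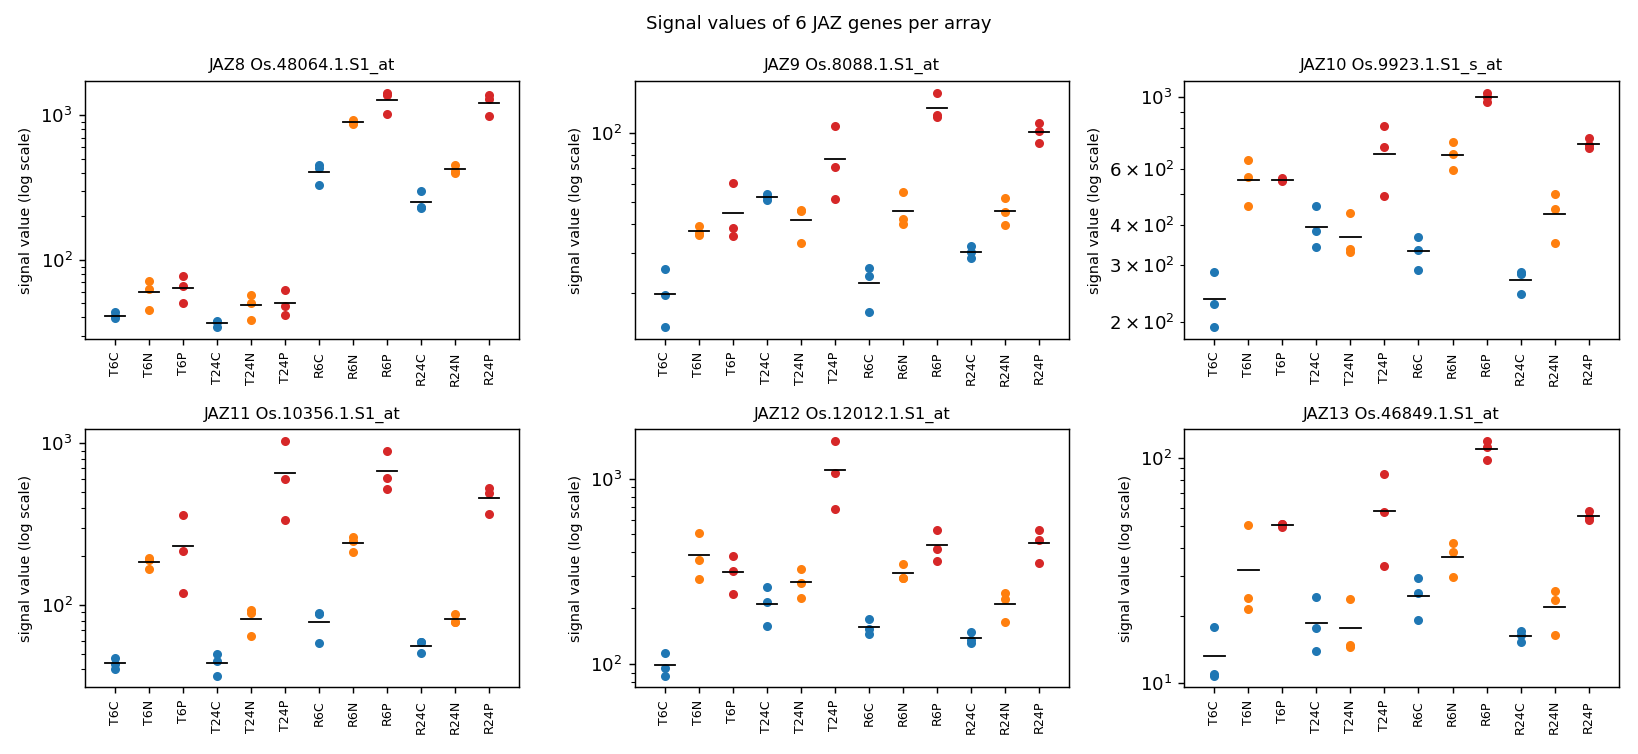
Intensities of JAZ genes in the 12 groups on a log axis, with blue dots for arrays of untreated, orange for punctured and red for infested plants and a black line for the group mean. JAZ11 has a mean of 78.5 in R6C and 676 in R6P.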

All 11 differentially expressed genes only presented in TN1 under BPH infestation were JA metabolism-related genes, including several JA synthesis-related lipoxygenase (LOX) genes. Additionally, 16 differential genes related to ET metabolism were detected. Most of them were present in TN1 and were down-regulated at 24 h after BPH infestation (Table 3). 

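Of 18 genes of JA synthesis 5 rose in T24P/T24C, with a median log2 fold change of 0.41 (adjusted p = 0.00769 from camera, adjusted p = 0.267 with an estimated correlation). The lipoxygenase gene *CM-LOX1* rose by 2.79 (SE 0.372, adjusted p = 3.78e-07 from limma), from 18.6 ± 2.55 (SD, n = 3) in T24C to 131 ± 38.0 (SD, n = 3) in T24P, and the difference from RH was -3.54 (adjusted p = 4.82e-05). *CM-LOX2* rose by 2.63 (SE 0.23, adjusted p = 1.34e-10), while the gene's other probe sets gave 0.68 (adjusted p = 2.51e-04), under a fold change of 2, and 0.09. *OPR-1* rose by 2.03, with 0.69 for its other probe set. In RH 1 of the 18 genes fell at 6 h and 1 rose at 24 h, and the list did not pass at either time (adjusted p = 0.0557 and 0.242 from camera). The list responded less in RH than in TN1 at 24 h (adjusted p = 0.027 from camera, adjusted p = 0.308 with an estimated correlation).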

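In T24P/T24C the DNA methyltransferase genes *CMT3* and *MET1* fell by 2.03 (adjusted p = 2.35e-07 from limma) and 1.27 (adjusted p = 7.06e-05) on the log2 scale, and the spermidine synthase gene *spdSyn1* by 1.02 (adjusted p = 5.53e-12). *SAT1* (_x_at probe set, which can bind several transcripts) rose by 1.51 (adjusted p = 1.13e-06), while its other probe set gave -0.17. The ethylene-forming oxidase gene *ACO1* had a log2 fold change of 0.55 (adjusted p = 0.0104), short of a fold change of 2. Of 11 genes of ethylene synthesis and perception 3 rose in T24P/T24C, and the list did not pass (adjusted p = 0.142 from camera).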

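In R24P/R24C 0 of 11 genes of ethylene synthesis and perception were differential by limma, and also 0 at an unadjusted p under 0.05 by limma or by one-way ANOVA. Their median log2 fold change was 0.05 (adjusted p = 0.789 from camera). At 6 h in RH the median was -0.09 (adjusted p = 0.855 from camera). The ethylene signalling gene *EIL1* had log2 fold changes of -0.83 in R6P/R6C (adjusted p = 0.016), short of a fold change of 2, of -0.07 in R24P/R24C and of 2.38 in T24P/T24C (SE 0.199, adjusted p = 5.29e-11 from limma).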

Comparatively, the ET pathway in RH was less affected after BPH infestation.

### Isolating BPH-inducible promoters

Microarray analysis facilitates the isolation of BPH-inducible promoters. Six representative BPH-inducible genes were selected from 23 BPH resistance-related gene candidates (Fig. 5). The expression levels of these six genes were only induced by BPH infestation in RH, and they were only slightly, or not at all, induced by needle puncturing or in TN1. A qRT-PCR analysis showed that these six genes were also up-regulated by a SA or JA treatment (Fig. 7).

**Fig. 7:**
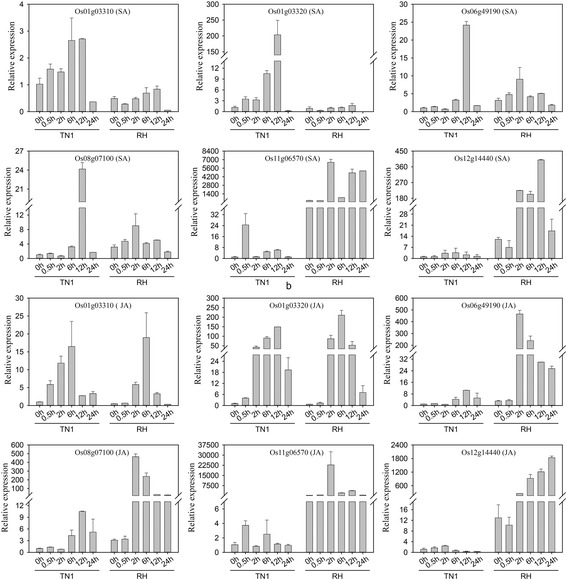
Expression pattern testing of six selected BPH resistance-related genes in RH and TN1 after independent SA and JA treatments. All six genes were up-regulated after independent SA and JA treatments. The gene expression levels in TN1 without a treatment were normalized as the calibrators. *Error bars* indicate standard deviations of three biological replicates

The genomic sequences, including the promoter regions and coding sequences of these six selected BPH-inducible genes, were isolated by PCR from both RH and TN1, and then subjected to sequencing. No significant sequence differences in the promoter regions of these six genes were found between RH and TN1. Furthermore, a DNA sequence comparison of the coding regions showed no differences between RH and TN1. It was hypothesized that the inducibility of these genes in RH was not determined by the promoter sequences, but by the genetic background.

Additional rice varieties, including four BPH-resistant (‘PTB33’, ‘R644’, ‘B5’ and ‘IR54751’) and four BPH-susceptible varieties (‘Bai56’, ‘Nipponbare’, ‘Zhenshan97B’ and ‘9311’), were used for further examination. Similar to in RH and TN1, the expression levels of the six selected genes were relatively high and significantly induced by BPH infestation in all of the resistant varieties, but was relatively low and barely induced by BPH infestation in all of the susceptible varieties (Additional file 7). The genomic sequences of these six resistance-related genes were also isolated from all eight additional rice varieties and then compared. Neither the promoters nor the coding sequences had any significant sequence differences between the resistant and susceptible varieties.

## Discussion

In this study, the whole genome-wide responses of the resistant RH and the susceptible TN1 under BPH infestation were determined and compared through a microarray analysis. A similar study reported by Wang et al., conducted a microarray analysis using RH and TN1 as the rice materials under infestation [28, 29]. However, the study of Wang et al. did not incorporate an untreated control for each sampling time point (0, 8 and 24 h after BPH infestation), and they simply used the samples collected at 0 h as the control for the microarray analysis. This design is problematic because the expression levels of many genes are regulated by a circadian rhythm or other environmental factors. The expression pattern clustering in our study clearly showed that 3793 differential probe sets, such as groups l, q, r and s in Fig. 2, accounting for almost a half of all detected differential probe sets, were obviously affected by a circadian rhythm or other environmental factors. These were possibly mistaken for having an association with BPH infestation because of the lack of a control for each sampling time. Second, our study included the needle-puncturing treatment, while the study of Wang et al. did not. The immune responses of rice to BPH involve molecular interactions between rice and BPH, and the resistance reactions of rice are triggered by specific effectors in BPH saliva, which are delivered into rice cells by feeding and are recognized by specific receptors in rice [30]. The needle-puncturing treatment can be used to exclude those differential genes that respond to simple mechanical wounding.

There are several other studies that also profiled gene expression in rice varieties responding to BPH infestation using RNA-sequencing (RNA seq) or microarray analyses [31, 32]. In the study of Lv et al., RNA-seq of BPH susceptible WT ‘9311’ and resistant ‘9311’ introgression lines containing *BPH15* was conducted to help identify candidate genes of *BPH15*, which are located in a recombination cold spot [31]. The study of Wang et al. compared gene expression profiles between *Bt* and non-*Bt* rice in response to BPH infestation [32]. In these two studies, the genetic backgrounds of rice materials used for the gene expressional analyses were both BPH susceptible ‘9311’ [31] or ‘Xiushui 11’ [32]; therefore, their results could not present the responses of a rice variety resistant to BPH infestation .

The microarray analysis showed significant response differences between RH and TN1 to BPH infestation. The response of RH was more active at the early stage of BPH infestation compared with TN1 because more differential probe sets (209) were detected in RH at 6 h after BPH infestation than in TN1 (173). In contrast, many more differential probe sets (3356) were detected in TN1 at 24 h after BPH infestation than in RH (614). Many of the differential probe sets presented at 24 h reflected the physiological and metabolic changes in TN1 under BPH attack caused by its lack of resistance. The GO analysis also confirmed that many of the differential probe sets in TN1 at 24 h after BPH infestation were related to abiotic and biotic stresses. Most differential probe sets detected in RH at either 6 or 24 h after BPH infestation were up-regulated, implying that the up-regulation of the defense-related genes was possibly the molecular basis of BPH resistance in RH.

The change in the SA level in RH occurred more rapidly than in TN1, and the increase in the SA level occurred prior to the decrease in the JA level, indicating that the SA pathway plays a leading role in triggering the BPH-resistance response. The decrease in the JA content was probably caused by the antagonist effect of SA, which increased after BPH infestation. The up-regulation of SA synthesis-related genes was the main change trend in the SA pathway, which was consistent with the change in the SA content after BPH infestation. However, differential genes in the JA pathway showed significant diverse change patterns between RH and TN1. In RH, all six differential genes were up-regulated and were JAZ transcription factors, which are important negative regulators of the JA pathway. While in TN1, 11 differential genes involved in JA synthesis were up-regulated and only two were JAZ transcription factors. JA is also associated with wounding responses. As a susceptible variety, TN1 lacks BPH resistance-related genes and undergoes much more serious damage under BPH infestation. Therefore, the up-regulation of JA synthesis-related genes probably represented a response to wounding or another stress caused by BPH, instead of a resistance response.

Although the four major BPH resistance QTLs were cloned by map-based techniques, many BPH resistance-related genes, including *OsHI-LOX* [12], *Bphi008a* [13], *OsERF3* [14], *OsPLD α4* and *α5* [15], *OsACS2* [17], *Osr9-LOX1* [19], and *OsJMT1* [20], were also isolated using a reverse genetics strategy. Almost all of these BPH resistance-related genes are inducible to BPH or SSB infestation, and are involved in SA, JA, or ET pathways. A cDNA microarray analysis of RH and TN1 under BPH infestation laid the foundations for identifying new BPH resistance-related genes.

BPH-responsive promoters have potential applications in developing BPH-resistant genetically modified rice varieties. Therefore, the approximate 2-kb upstream promoter regions of some representative RH-specific and BPH-inducible genes were isolated and fused with the GUS reporter gene. However, when tested in BPH-susceptible rice varieties, these putative BPH-inducible promoters were either not, or were poorly, induced under BPH infestation. A DNA sequencing analysis showed that these RH-specific and BPH-inducible genes showed no significant sequence differences in both the promoter and coding regions between BPH-resistant and -susceptible rice varieties. Thus, the promoters of most of these BPH-inducible genes were probably not BPH-inducible, and they may be regulated by their upstream trans-regulators in the BPH-resistance network. In other words, their expression pattern was determined by the genetic background instead of the promoter sequence.

## Conclusions

In this study, a cDNA microarray analysis was conducted to reveal the genome-wide response differences between RH and TN1 under BPH infestation. Expression pattern clustering of differential probe sets demonstrated that 1467 differential probe sets (Groups p and k) may be associated with the constitutive resistance of RH and 67 (Groups a and m) with the BPH infestation-responsive resistance. The Venn diagram analysis determined 192 RH-specific and BPH-inducible probe sets. Finally, 23 genes were selected as BPH resistance-related gene candidates based on the expression pattern clustering and Venn diagram analysis. The overall response of RH to BPH infestation was more prompt than that of TN1, at the global gene expression and the SA levels. In RH, the significant increase in the SA (6 h after BPH infestation) occurred prior to the significant decrease in the JA (24 h after BPH infestation), implying a leading role of SA in mediating BPH-resistance responses. In RH, differential genes in the SA pathway were synthesis-related and up-regulated after BPH infestation. The differential genes in the JA pathway were up-regulated and were JAZ transcription factors, which are important negative regulators of the JA pathway. These results were consistent with the changes in the SA and JA levels in RH seedlings infested with BPH. Comparatively, genes involved in the ET pathway were less affected by a BPH infestation in RH. The results of this study aid in understanding the molecular foundation of BPH resistance in the RH and facilitate the identification of new resistance-related genes for breeding BPH-resistant rice varieties.

## Methods

### Plant materials

Rice varieties RH and TN1 were kindly provided by Prof. Hongxia Hua. RH is an indica rice cultivar from Sri Lanka, with a high-level, broad-spectrum resistance to all BPH biotypes. The indica rice cultivar TN1 is highly susceptible to all BPH biotypes. Four BPH-resistant rice varieties ‘PTB33’, ‘R644’, ‘B5’ and ‘IR54751’ were identified and provided by Prof. Yuqing He. Four BPH-susceptible rice varieties ‘Bai56’, ‘Nipponbare’, ‘Zhenshan97B’ and ‘9311’ were previously collected and maintained in our laboratory. The BPH resistance of all involved rice materials were validated in our laboratory prior to the current research.

### Plant sample preparation for the microarray analysis

Two rice varieties, BPH-resistant RH and BPH-susceptible TN1, were used. The BPH population for this experiment was collected from a local rice field in Wuhan, China, and raised on TN1 in cages. This BPH population is a mix of BPH biotypes 1 and 2, which represent the main natural BPH populations present locally.

Seeds of RH and TN1 were sown in small pots and grown under natural conditions. Approximately 15 seeds were sown per pot, and after 2 weeks only 10 well-grown rice seedlings were retained in each pot. Three treatments, untreated (naturally grown), needle puncturing and BPH infestation, were implemented on the 2-week-old RH and TN1 seedlings. For needle puncturing, each plant was pricked with a needle 15 times at the bottom of the seedling, and then grown normally. For BPH infestation, approximately 100 third-instar BPH nymphs were introduced per pot (an average of 10 nymphs per seedling). Each pot was placed in a single netted cage to prevent nymphs from escaping. Sampling time points of 6 and 24 h after BPH infestation were used for all of the treatments. There were three replications for each treatment and sampling time point. All 10 seedlings from each pot were collected as a replication. The seedling shoots (the aerial part) were collected after the treatment, immediately placed in liquid nitrogen and then stored at –80 °C. Finally, all of the samples were shipped to CapitalBio Corporation (Beijing, China) for the microarray determinations.

### RNA extraction, microarray hybridization and data analysis

RNA extraction, purification, microarray hybridization and gene annotation were conducted by CapitalBio. After RNA extraction, the total RNA was purified using a Nucleospin RNA Clean-up kit (Macherey-Nagel, Germany) following the manufacturer’s instructions. The RNA quality was determined by electrophoresis on 1% agarose gel with formaldehyde. Biotin-labeled cRNA was synthesized using a MessageAmp™ II-Biotin kit (Ambion, TX, USA). Under the guidance of the Affymetrix GeneChip Expression Analysis technical manual, the biotin-labeled cRNA was linearized into fragments of 35–300 bp in length. The linear cRNA was hybridized with an Affymetrix Rice Genome array in an Affymetrix GeneChip Hybridization Oven 320 at 45 °C for 16 h. After hybridization, the chip was washed and dyed in an Affymetrix Fluidics Station 400. Finally, the chip was scanned using a GeneChip Scanner 3000. The Single Array Analysis, Comparison Analysis and Molecule Annotation System were performed by CapitalBio.

### Data analysis

Venn diagrams were made on the website http://bioinfogp.cnb.csic.es/tools/venny/. Probe-set expression pattern clustering was performed using the Multi Experiment Viewer software in the java environment (http://mev.tm4.org/). The GO analysis was performed on the website http://omicslab.genetics.ac.cn/GOEAST/php/affymetrix.php?#step1_anchor [33]. All of the expression-differential probes were previously identified by CapitalBio using a one-way ANOVA. The gene information used in our analysis was from the websites Kyoto Encyclopedia of Genes and Genomes (http://www.kegg.jp/kegg/kegg2.html), CREP (http://crep.ncpgr.cn/), GRASSIUS (http://grassius.org/grasstfdb.html) and RGAP (http://rice.plantbiology.msu.edu/index.shtml).

### Expression profiling following plant hormone treatments

The RH and TN1 plants were grown under greenhouse conditions at 25–30 °C and a photoperiod of 14 h light/10 h dark. At the trefoil stage, the RH and TN1 plants were transferred into hydroponic nutrient solutions containing either 0.1 mM SA or JA. At each time point of 0, 0.5, 2, 6, 12 and 24 h after treatment, three to five whole plants were collected for RNA isolation and extraction.

### qRT-PCR analysis

RT with 2 μg of DNase-treated total RNA was performed using a Transcriptor First Strand cDNA Synthesis Kit (Roche, Mannheim, Germany) following the manufacturer’s instructions. The real-time PCR was conducted using SYBR Premix Ex Taq TM (Takara, Dalian, China). The reactions were prepared in a volume of 20 μL containing 10 μL of SYBR Premix Ex Taq TM (2×), 0.4 μM for each gene-specific primer (10 μM), 0.4 μL of ROX Reference Dye II (10 μM), 2 μL of cDNA template and 6.8 μL of ddH_2_O. The *Ubiquitin* gene was used as the reference gene. The real-time PCR was executed on a 7500 Real-time PCR System (Applied Biosystems, Foster City, CA, USA). Each RNA sample was used twice in technical replications. All of the primers used in this study are listed in Additional file 8.

### Hormone determinations

SA and JA levels in plant tissues were measured by liquid chromatography-tandem mass spectrometry (LC-MS/MS 8030 plus, Shimadzu, Beijing, China) as follows: a total of 200 mg of fresh sample frozen in liquid nitrogen was well ground using a small glass pestle in a 2-mL vial. Following the addition of 1.0 mL of 80% methanol, homogenates were well mixed in an ultrasonic bath and then kept overnight at 4 °C. After being centrifuged at 15,200 × *g* for 10 min, the supernatant was collected and then vacuumed to dryness in a Jouan RCT-60 concentrator. Dried extract was dissolved in 200 μL of 0.1 mol/L sodium phosphate solution (pH 7.8) and later passed through a Sep-Pak C18 cartridge (Waters, MA, USA). The cartridge was eluted with 1.5 mL of 80% methanol, and the eluate was vacuumed to dryness again. After being dissolved in 10 mL of 10% methanol, 5 μL of such solution was injected into the LC-MS/MS system. LC was performed using a 2.0 mm I.D. × 75 mm Shim-pack XR ODSI column (2.2 μm, Shimadzu) at a column temperature of 40 °C. The mobile phase, containing solvent A (0.02% v/v aqueous acetic acid) and solvent B (100% v/v methanol), was employed in a gradient mode [time/A concentration/B concentration (min/%/%) for 0/90/10; 5/10/90; 6/10/90 and 6.1/90/10] at an eluent flow rate of 0.3 mL/min. For SA, the mass system was set to multiple reactions monitoring mode using electrospray ionization in the negative ion mode. The operation conditions used were a nebulizing gas flow of 2.5 L/min, drying gas flow of 15 L/min, desolvation temperature of 150 °C and heat block temperature of 400 °C. The ionization conditions were pre-bias voltages of 10 V for quadrupole 1 and 24 V for quadrupole 3, collision energy of 28 eV, and mass-to-charge ratio of 137/93. For JA, the mass system was set to multiple reactions monitoring mode using electrospray ionization in the negative ion mode. The operation conditions used were a nebulizing gas flow of 3 L/min, drying gas flow of 15 L/min, desolvation temperature of 250 °C and heat block temperature of 500 °C. The ionization conditions were pre-bias voltages of 10 V for quadrupole 1 and 10 V for quadrupole 3, collision energy of 15 eV, and mass-to-charge ratio of 209/59.

## Additional files

Additional file 1: Raw data of all detected probe sets (57,194) in 36 cDNA chips (https://www.ncbi.nlm.nih.gov/geo/, GEO accession number: GSE74106). (TXT 1023 kb)
Additional file 2: Information on the 8019 differentially-expressed probe sets detected in this study. (XLSX 258 kb)
Additional file 3: Information on 192 RH-specific and BPH-inducible differentially-expressed probe sets. (XLSX 12 kb)
Additional file 4: GO analysis of differential probe sets between RH and TN1 under needling puncturing and BPH infestation conditions. (XLSX 183 kb)
Additional file 5: Four rice BPH-resistance QTLs in chromosomes 3, 4, 6 and 10 of RH that were previously reported. (JPG 161 kb)
Additional file 6: The 103 potential resistance-related genes in the four BPH-resistance QTL regions in RH. (XLSX 15 kb)
Additional file 7: Expression pattern analysis of six selected BPH-induced genes in 10 rice varieties. The gene expression levels in TN1 with no treatment were normalized as the calibrators. Error bars indicate the standard deviations of three biological replicates. The expression levels of all the six selected genes were relatively high and significantly induced by BPH infestation (24 h) in the resistant varieties RH, ‘PTB33’, ‘R644’, ‘B5’ and ‘IR54751’, but were relatively low and barely induced by BPH infestation in the susceptible varieties TN1, ‘Bai56’, ‘Nipponbare’, ‘Zhenshan 97B’ and 9311. (JPG 2037 kb)
Additional file 8: All of the primers used in this study. (DOCX 22 kb)

## Abbreviations

BPH: Brown planthopper
ET: Ethylene
GO: Gene Ontology
JA: Jasmonic acid
JAZ: Jasmonate ZIM-domain protein
QTL: Quantitative trait locus
RH: Rathu Heenati
SA: Salicylic acid
TN1: Taichung Native 1

# Supplementary material for: Gene expression and plant hormone levels in two contrasting rice genotypes responding to brown planthopper infestation
**Source:** BMC Plant Biol. 2017 Feb 28;17:57. doi: 10.1186/s12870-017-1005-7
**Supplement:** Additional file 8: — All of the primers used in this study.

Supplementary table 1 All the primer were used in this study.

| Primer name | primer sequence | primer describtion |
| --- | --- | --- |
| 01g03310-F | GCTACTTCCATCCTGTTCT | qRT-PCR test |
| 01g03310-R | GTATGGTGTTGGTGGTGG |  |
| 01g03310-G-F | CTCAAAGCAAGCAAGACGTCC | genomic sequence |
| 01g03310-G-R | CTCTCTGCTTGTTATACAGAG |  |
| 01g03310-P-F | GCTGCAACAATAGCGTGG | promotor sequence |
| 01g03310-P-R | GGACGTCTTGCTTGCTTTGAG |  |
| 01g03320-F | AACAAACAGGCGAAATCC | qRT-PCR test |
| 01g03320-R | CAGACGAAGACGACATCT |  |
| 01g03320-G-F | CCTAGCTAGCTAATAAGCTCC | genomic sequence |
| 01g03320-G-R | GCTTGATATAGCTAGCTATAG |  |
| 01g03320-P-F | GTGAGTGGACTGATTCATGG | promotor sequence |
| 01g03320-P-R | CTTTGCTTGGAGCCTTGGAG |  |
| 06g49190-F | CCATCCTACCGCAGCTAC | qRT-PCR test |
| 06g49190-R | TTAGCAGTTGGCCTTGAC |  |
| 06g49190-G-F | CACACTGACACACAGTCACACAC | genomic sequence |
| 06g49190-G-R | CAACAAGATTCCCATTGAAGAG |  |
| 06g49190-P-F | ATCGACATCCCCTTCTCCTT | promotor sequence |
| 06g49190-P-R | TCGACTTGGCTCTTGGTTTT |  |
| 08g07100-F | ACCACTATGCTTCCACAA | qRT-PCR test |
| 08g07100-R | CCACGAATCTTCTATCAACTC |  |
| 08g07100-G-F | CACTCACCAGATAGTTGCAGA | genomic sequence |
| 08g07100-G-R | CATGATCAGCAGCCACCATC |  |
| 08g07100-P-F | GACAGTATAGAGTGACACAAC | promotor sequence |
| 08g07100-P-R | GTAGACACTCACCAGATAG |  |

| 11g06570-F | GACATTGACCACACCTTG | qRT-PCR test |
| --- | --- | --- |
| 11g06570-R | CATCGCTACTACCGCTAT |  |
| 12g14440-F | TGGCAACTGGTGTTATCT | qRT-PCR test |
| 12g14440-R | GTGATGTCTTGAACTGTCC |  |
| 12g14440-G-F | CTCTGCCAGCAGTAGCTCTCAGCT | genomic sequence |
| 12g14440-G-R | CACACGTGAAACTCAAACA |  |
| 12g14440-P-F | CTCCAGGACAACAAGCATTC | promotor sequence |
| 12g14440-P-R | CTGAGAGCTACTGCTGGCAG |  |
| UBI-F | GTTCGCCCAGTTGACATCTC | reference gene for qRT-PCR |
| UBI-R | CAGATTGTTGAGGTTAGTATTGC |  |

How the deposited data were processed for this re-analysis (not part of the article)

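Shoots of 2-week-old seedlings of the resistant variety RH and the susceptible variety TN1 were measured in 12 groups, natural growth, needle puncturing and BPH infestation at 6 and 24 h, with 3 biological replicates each. Every one of the 36 samples was hybridised to 1 Affymetrix Rice Genome Array. The deposited file holds 1 intensity per probe set and array on a linear scale, which the authors had summarised and normalized across arrays before deposition; their processing notes name RMA and the affy package, with versions not stated. RMA ends on a log2 scale, so the authors' values were returned to a linear scale. Control probe sets of the array are not among the values, so that RNA quality could be checked only through array medians and the correlation of each array with the rest of its group. The condition of every array was read from its sample labels.

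The intensities were transformed to log2 without further normalization or filtering. The model of limma 3.58.1 in R 4.3.3, with 1 mean for each of the 12 groups, was fitted over 57194 probe sets, and its moderated variances had 24 residual and 6.17 prior degrees of freedom. Each treatment was compared with natural growth of the same variety and time, RH with TN1 at the same treatment and time, and 24 h with 6 h at the same variety and treatment, 20 comparisons in all. A probe set counted as differential at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets) with a fold change of at least 2, and the response of RH was compared with that of TN1 in an interaction term with no minimum fold change. Probe sets higher or lower in RH were those differential in one direction in all 6 comparisons of the varieties, and a time effect was one in the same direction in 4 series, the untreated and punctured plants of both varieties. RH-specific probe sets were differential in RH under BPH infestation and not under puncturing in either variety or under BPH infestation in TN1. Overlaps counted probe sets differential in one direction in both comparisons and were set at 6 h beside the number that independent lists would share.

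The annotation of the array ties probe sets to gene names. Lists of genes by function were written as patterns on product names, and because the annotation holds symbols and synonyms in place of product names, the patterns were rewritten for these before any expression value was tested. Lists with at least 5 measured genes were tested with camera of limma, with a correlation between genes of 0.01, a variant with the correlation estimated from the arrays, and the rotation test fry as an alternative. Camera sets a list against the other genes, while fry sets it against no change, so their counts do not answer the same question. A list's genes entered with 1 probe set each, the one with the highest mean over all arrays. The paper's own lists of probe sets for functional terms and its RH-specific list were read from its supplement.

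Genes were named by a rule. It took every gene the paper names for the array that the annotation ties to a probe set, and in the comparisons of BPH infestation and of puncturing at 6 h, the 10 differential probe sets with the largest rise and the 10 with the largest fall that had 1 named gene and whose 3 treated arrays all lay beyond the 3 controls. It took also the 10 with the largest mean difference in each direction between the varieties, the 10 with the largest interaction in each direction, and up to 4 members of each list whose test passed. The passages name some of the genes so chosen, picked for their function after their values were seen, and disagreement between probe sets of a gene is stated. In comparisons of sampling times the genes named come from this set, which was not ranked for them.

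The fit was tested on simulated data, in which limma called 47% of 2-fold and 100% of 4-fold changes of 100 probe sets each in 3 against 3 arrays and called 0 of the unchanged ones. A simulated 2-fold change lay at the threshold itself, so the share called reflects the threshold. The simulated noise was normal with the same variance in all groups. It does not show the error rate for the more variable arrays of infested plants at 24 h. Array medians and correlations of treated against untreated arrays were compared with an exact permutation test within each group pair. Alternatives tried were a one-way ANOVA on the compared groups with and without adjustment, a fold change alone, an adjusted p under 0.01, a fit of only the groups compared, a replicate term, median centring, quantile normalization, array weights, eBayes with a trend and robust variances, leaving out probe sets with a mean log2 intensity under 6, k-means clustering into 20 groups, other definitions of low variance, other probe sets of a gene, and leaving out each array or each replicate number in turn. With 3 arrays per group, leaving out 1 leaves an arm of 2. Random splits of the arrays used the fixed seed 20170228. Tables were handled with data.table 1.17.8 and pandas 2.3.3 in Python 3.11, and figures drawn with matplotlib 3.10.9. The quantitative PCR values were not analysed here.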

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

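The tests of explanations and the counts over other splits of the arrays given here were chosen after the results they test had been seen, while the tests of interaction had been planned.

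The responses of RH and TN1 differed by the interaction term of limma (log2 fold change of RH minus that of TN1) for 63 probe sets under BPH infestation at 6 h, for 5462 at 24 h and for 8 after needle puncturing at 6 h. At 6 h of BPH the difference was 3.06 for LIS and 1.52 for ABCG36, and it was negative for Cht11 (-1.92), ERG1 (-1.38), APR-like1 (-1.004) and OsPIN5a (-0.90). These differences at 6 h, apart from that of LIS, were lost when only the groups compared were fitted (adjusted p = 0.0819 for ABCG36, 0.0515 for Cht11, 0.202 for ERG1, 0.104 for APR-like1 and 0.207 for OsPIN5a), and other probe sets gave 0.20 for ABCG36 and -0.72 for APR-like1, which did not pass. At 24 h it was positive for ASMT3 (4.55), the peroxidase gene (2.84), FDRMADS7 (2.70), OsZIP3 (2.29), BGLU30 (1.99), CYCB1-1 (1.94), JAZ8 (1.81), both probe sets of CYCB2 (1.80 each, of which 1 was lost with only the groups compared fitted, adjusted p = 0.0668) and GRXC15 (1.73). It was negative at 24 h for RAB21 (-4.35), ICL (-4.06), pinA (-3.71), CM-LOX1 (-3.54), HOX24 (-3.51), LEA19 (-3.47), OsPM19L1 (-3.39), MS (-3.32), PBZ1 (-3.10) and RAB16D (-2.87). After puncturing it was -3.49 for pinA. The probe sets of APR-like1, BGLU30 and LEA19 can bind several transcripts, and another probe set of OsPM19L1 gave 0.42 at 24 h. The sign does not tell which variety responded more strongly, since CYCB2 and CYCB1-1 are positive because they fell further in TN1.

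A signal in gene groups that the paper does not discuss appeared under BPH infestation at 24 h. The median log2 fold change was -0.46 in R24P/R24C and -1.09 in T24P/T24C for genes of cytosolic ribosomal proteins, -1.10 in T24P/T24C for genes of dividing cells and -0.37 for genes of growing cell walls, and 0.22 in R24P/R24C and 0.34 in T24P/T24C for heat shock genes. These groups were picked out after their tests had been seen. With a correlation estimated from the arrays 0 of the lists passed in R24P/R24C and in T24P/T24C by camera, against 3 and 2 at an unadjusted p under 0.05, while by fry, which asks whether a list changed at all and not whether it changed more than other genes, 12 and 19 passed. No outlier test was run within groups of 3 arrays.

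More probe sets were differential in TN1 than in RH at 24 h of BPH infestation, 3810 against 692. A single array that stands apart does not account for it, since the lowest count of T24P/T24C with 1 array left out (2924, without T24P replicate 1) lay above the highest of R24P/R24C (875, without R24P replicate 2). The remaining differences between array medians do not account for it either, with 3828 against 713 after median centring. The values had been normalized before deposition, so centring could change little and does not test a shift that this step had removed. Lower RNA or array quality in the infested samples stays open: over both varieties and times their correlation with the rest of their group was lower than that of untreated samples by a mean difference of -0.001641 (exact permutation p = 0.001438, n = 12 each), which does not compare TN1 with RH and does not tell quality from an uneven response of the plants. A stronger reaction of the susceptible plants stays a hypothesis.

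Of the 22 genes of cytosolic ribosomal proteins 22 in T24P/T24C and 19 in R24P/R24C were lower at 24 h of BPH infestation at an adjusted p under 0.05 with no minimum fold change, while at a fold change of at least 2 14 and 0 were (in R24P/R24C also 0 at an unadjusted p under 0.05 by limma and by ANOVA), and with an estimated correlation the list passed in neither (adjusted p = 0.267 and 0.201). A normalization that lowers all abundant transcripts is argued against by random lists matched for intensity, of which 0 of 10000 had a median as low, the lowest being -0.91 in T24P/T24C (median of the lists -0.26) and -0.40 in R24P/R24C (median of the lists -0.10). A smaller share of dividing cells stays open in R24P/R24C. There the dividing-cell genes had a median of -0.19, against 0.04 for genes matched for intensity, and 18 of 10000 matched lists were as low. Their median lay 0.27 above that of the ribosomal genes, with a spread of 0.19 between members. The ribosomal genes thus fell further, which does not exclude a loss of dividing cells. In T24P/T24C both groups fell alike, a difference of -0.01 with a spread of 0.65, and a loss of dividing cells and a fall within cells cannot be told apart. Reduced growth of the infested plants may underlie the fall, which was not tested.

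Random regrouping of the arrays was set beside each count. For 3 against 3 arrays 10 splits are too few for a share under 0.05; the real and the highest other counts were 101 and 2 in R6N/R6C, 239 and 1 in T6N/T6C, 238 and 0 in R6P/R6C, 188 and 0 in T6P/T6C, 12 and 2 in R24N/R24C, 31 and 1 in T24N/T24C, 692 and 1 in R24P/R24C and 3810 and 4 in T24P/T24C. For the numbers of gene lists past the test, other splits passed as many lists as the real one or more. Of 10 splits, the real one included, 6 were as large in R6P/R6C (3, highest other 8) and 3 in T6P/T6C (4 and 7). At 24 h 4 were as large in R24P/R24C (5 and 8) and 2 in T24P/T24C (9 and 9). Chance is therefore not excluded for these numbers, which rest on the preset correlation of 0.01.

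With 100 splits, no other split reached the real count for the probe sets differing between treatments (4165, highest other 3937), varieties (4185 and 3544) and sampling times (6496 and 5730). Nor did one for those differing in any comparison (9228 and 4081), higher in RH (481 and 0), lower in RH (538 and 0) and with a shared time effect (790 and 0). The same held for the interaction of variety and BPH at 6 h (63 and 55) and for the overlaps of BPH and puncturing at 6 h in RH (53 and 3) and TN1 (57 and 36). These results argue against chance but do not exclude it, since 1 of 100 is the smallest share possible and was not adjusted over the results tested. The margin was narrow for the interaction at 6 h, whose count fell to 35 with R6P replicate 3 left out. For the others the share of splits as large, the real one included, is under 0.05. A few other splits exceeded the real count, however, so chance stays open for them. These splits mixed the untreated, punctured and infested arrays of each variety and time, so infested arrays entered all of them. Of 100 splits, 4 were as large for the interaction of BPH at 24 h (5462, highest other 14370) and for that of puncturing (8 and 24). For the overlaps at 24 h 3 were as large in RH (10 and 148) and in TN1 (21 and 3319), and 2 for the RH-specific probe sets (164 and 182). Splits that call several times the real count, as for both of these interactions and both overlaps at 24 h, point to a structure of the samples, which was not tested and may be the response to BPH itself.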

How the results depend on the processing

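Leaving out R24P replicate 1 and T24P replicate 1 together was chosen after their low array weights had been seen, and all other settings had been planned. Of the counts recomputed under other settings, 348 stayed within 1.5 times the value reported and 100 did not. Leaving out 1 array leaves an arm of 2. The cause of the changes listed here was not tested.

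Of the changes of single genes, another probe set of the gene left 34 as they were, took 15 below the threshold and turned 4 round: OsPM19L1 in the interaction at 24 h (0.42, adjusted p = 0.136), cystatin in R24P/R24C (-0.074, adjusted p = 0.743), SAT1 in T24P/T24C (-0.17, adjusted p = 0.553) and NIA1 in T6P/T6C (-0.044, adjusted p = 0.928). Fitting only the groups compared kept 258 and lost 16, quantile normalization kept 268 and lost 6, and median centring kept 273 and lost 1. With the replicate number as a block 271 stayed, Cht11 and ERG1 lost their interactions at 6 h (adjusted p = 0.0597 and 0.0674) and CH16 gained a call in T6P/T6C (1.03). No count moved by over 1.5 times with the replicate block, which gave 242 in T6N/T6C, 192 in T6P/T6C, 28 in T24N/T24C and 693 in R24P/R24C.

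At an adjusted p under 0.01 the counts were 120 in T6P/T6C, 7 in R24N/R24C, 17 in T24N/T24C, 31, 2621 and 3 for the interactions of BPH at 6 h, BPH at 24 h and puncturing, and 5 and 9 for the overlaps at 24 h in RH and TN1. With array weights R24N/R24C had 31, the RH-specific probe sets were 286, the interactions 137, 15783 and 34, and the overlap at 24 h in RH 29. Fitting only the groups compared gave 18 in T24N/T24C, 29 and 1420 for the interactions of BPH at 6 and 24 h and 11 for the overlap at 24 h in TN1. A fold change alone gave 42 in R24N/R24C, 59 in T24N/T24C, and overlaps of 86 at 6 h in TN1, 36 at 24 h in RH and 44 at 24 h in TN1. Without dim probe sets, which leaves fewer to be counted, 2614 differed between varieties, 271 were higher and 307 lower in RH, 95 were RH-specific, 4 passed the interaction of puncturing and 6 gene lists passed in R6P/R6C.

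One-way ANOVA with an adjusted p gave 0 in R6N/R6C, 2 in T6N/T6C, 1 in R6P/R6C, 0 in T6P/T6C, R24N/R24C and T24N/T24C, 175 in R24P/R24C and 1581 in T24P/T24C, 1681 between treatments, 2327 between varieties, 291 higher and 306 lower in RH, 98 RH-specific and overlaps of 0. With an unadjusted p it gave 120 in R6N/R6C, 191 in T6P/T6C, 33 in R24N/R24C and 49 in T24N/T24C, and overlaps of 64 and 57 at 6 h and 26 and 34 at 24 h in RH and TN1. Median centring left 28 low-variance probe sets and coefficients of variation of 7.00% and 8.46% for the pair of stable genes, with 7 gene lists in R6P/R6C, and quantile normalization a coefficient of 5.27% for OsRPT5a. The SD of the log2 values put 32021 probe sets under the low-variance limit and the SD of the 12 group means 1725. Clustering by k-means put 843 probe sets in groups higher and 832 in groups lower in RH. Of the RH-specific probe sets 88 also passed the interaction. An estimated correlation left 1, 0, 0 and 0 lists in R6P/R6C, R24P/R24C, T6P/T6C and T24P/T24C by camera, and fry, which sets a list against no change, gave 1 in R6P/R6C, 12 in R24P/R24C and 19 in T24P/T24C. Without R24P replicate 1 and T24P replicate 1 the RH-specific probe sets were 267.

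Leaving out 1 array, or 1 replicate number for results across groups, gave 67 to 129 in R6N/R6C, 169 to 270 in T6N/T6C, 185 to 290 in R6P/R6C, 111 to 209 in T6P/T6C, 6 to 35 in R24N/R24C, 8 to 29 in T24N/T24C, 612 to 875 in R24P/R24C and 2924 to 4775 in T24P/T24C. It gave 3294 to 5126 between treatments, 4182 to 4559 between varieties, 6303 to 7061 between times, 8920 to 10155 in any comparison, 459 to 466 higher and 497 to 509 lower in RH, 687 to 804 with a time effect, 132 to 367 RH-specific, and 68 to 87 of low variance. The interactions ranged from 35 to 83 and 3399 to 8154 for BPH at 6 and 24 h and from 3 to 13 for puncturing. The overlaps ranged from 24 to 51 and 20 to 46 at 6 h and from 0 to 33 and 2 to 10 at 24 h in RH and TN1, and the gene lists from 1 to 6 in R6P/R6C, 2 to 7 in R24P/R24C, 4 to 6 in T6P/T6C and 9 to 11 in T24P/T24C.

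Single omissions moved counts by over 1.5 times. In R24N/R24C these were R24C replicate 3 (6), R24N replicate 1 (35) and R24N replicate 3 (7), in T24N/T24C T24C replicate 1 (8), T24C replicate 3 (19), T24N replicate 1 (17) and T24N replicate 3 (14), in R6N/R6C R6N replicate 1 (67) and in T6P/T6C T6C replicate 2 (111). For the interactions of BPH they were R6P replicate 3 (35) at 6 h and T24P replicate 1 (3587) and R24P replicate 2 (3399) at 24 h. For that of puncturing they were T6C replicates 1 (5), 2 (5) and 3 (4), R6C replicates 2 (3) and 3 (3), T6N replicate 1 (3) and R6N replicate 3 (13). Omitting replicate 1 gave 367 RH-specific probe sets, overlaps at 24 h of 33 in RH and 10 in TN1, omitting replicate 2 overlaps of 24 and 28 at 6 h and 4 and 10 at 24 h in RH and TN1, and omitting replicate 3 overlaps of 20 at 6 h in TN1 and 0 and 2 at 24 h in RH and TN1. For gene lists they were R24P replicate 1 (2) in R24P/R24C and R6C replicate 3 (6) and R6P replicate 2 (1) in R6P/R6C.

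Dim signal limits what can be called: 23248 of the 57194 probe sets had a mean log2 intensity of at least 6. No scaling moved the median of all probe sets by over 0.1 in a comparison with the untreated groups, and the share of higher probe sets moved most in R6P/R6C, from 76.1% to 70.4% after median centring.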

Differences from the paper's values

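The comparison of the folds of Table 3 with those at the other time, and its tolerance, were chosen after the values had been seen. The paper's methods give a one-way ANOVA and a fold change of at least 2 and state no threshold for an adjusted p, and the counts here used limma at an adjusted p under 0.05 with a fold change of at least 2.

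For probe sets higher in RH, the paper's value is 785 and the value here 481. The paper's is the size of an expression cluster, while 481 were differential in all 6 comparisons of the varieties. Among the alternatives set before the data were examined, k-means with 20 clusters (843) and a call in at least 5 of the 6 comparisons (556) came within 1.5 times the paper's value. The others did not: a fold change alone (483), ANOVA with an unadjusted p (476) and an adjusted p (291), a fit of only the groups compared (480), the replicate block (481), median centring (467), quantile normalization (485), dim probe sets left out (271), a trend and robust variances (481), array weights (485), an adjusted p under 0.01 (479) and the omission of each replicate (459 to 466).

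For the time effect the paper's value is 3793, the sum of 4 clusters, and the value here 790, the probe sets changing in one direction in the 4 series without BPH. The alternatives set before the data were examined gave 681 to 832 and all stayed beyond 1.5 times from the paper's value. For probe sets of low variance the paper's value is 373 and the value here 64, with a scale for the variance that the paper does not state. Neither the SD of the log2 values (32021), the SD of the 12 group means (1725), dim probe sets left out (64), median centring (28) nor the omission of each replicate (68 to 87) reached the paper's value.

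For R24N/R24C in Table 1 the paper's total is 27 and the total here 12, the paper's number with a rise of 2 to 5 fold is 26 and that here 12, and the paper's number above 5 fold is 1 and that here 0 by limma, or 1 at an unadjusted p under 0.05 by limma and 1 by ANOVA. Of the alternatives set before the data were examined, ANOVA with an unadjusted p (33), array weights (31) and the omission of R24N replicate 1 (35) came within 1.5 times the paper's total. A fold change alone (42), ANOVA with an adjusted p (0), a fit of only the groups compared (15), the replicate block (12), median centring (13), quantile normalization (13), dim probe sets left out (14), a trend and robust variances (10), an adjusted p under 0.01 (7) and the other omissions (6 to 12) did not. Other alternatives were not computed for the split at 5 fold.

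Folds of Table 3 differ for these genes, the paper's value first in each case. JAZ9 has the paper's 3.32 and here 5.89 in R6P/R6C, and the paper's 5.89 and here 3.32 in R24P/R24C. JAZ11 has the paper's 13.67 and here 4.82 in T6P/T6C, and the paper's 4.82 and here 13.67 in T24P/T24C. JAZ8 has the paper's 4.82 and here 3.15 in R6P/R6C, and the paper's 3.15 and here 4.82 in R24P/R24C. JAZ12 has the paper's 3.12 and here 5.05 in T24P/T24C. In T6P/T6C 4CL5 has the paper's 4.08 and here 1.48, MET1 the paper's 0.41 and here 1.38, spdSyn1 the paper's 0.49 and here 1.05, CMT3 the paper's 0.24 and here 1.33, and ACO1 the paper's 2.27 and here 0.85. Of the alternatives set before the data were examined, median centring, the replicate block and a fit of only the groups compared left each of these different, and quantile normalization left each different except for JAZ8 (3.32 in R6P/R6C and 4.54 in R24P/R24C). Of the 23 folds of Table 3 compared, 0 lay within 2% of the value here in the column of the same time and 21 within 2% of the value at the other time; the exceptions were JAZ12 and ACO1 in T6P/T6C. The totals of Table 1 follow the times as the paper labels them. The paper's text has most of the ethylene genes of Table 3 down-regulated in TN1 at 24 h, while its table has their lowered values under T6P/T6C; here the folds in T24P/T24C were 0.41 for MET1, 0.49 for spdSyn1 and 0.24 for CMT3, so that the paper's text, not its table, has the times found here.

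The paper lists no change of JAZ9, JAZ10 and JAZ13 in TN1 under BPH infestation. Here JAZ9 rose by 1.18, JAZ10 by 1.26 (0.59 and under a fold change of 2 by its other probe set) and JAZ13 by 1.98 in T6P/T6C on the log2 scale, and JAZ13 by 1.59 in T24P/T24C, while JAZ9 did not pass in T24P/T24C, which goes with the paper's entry. The paper describes the genes of Fig. 5 as not induced by mechanical damage. Here JAZ8, the one of them that was analysed, rose by 1.16 on the log2 scale in R6N/R6C (adjusted p = 3.99e-04 from limma), while its values in T6N/T6C, T6P/T6C and T24P/T24C did not pass. The paper takes its pair of stable probe sets from those of low variance. Here their coefficients of variation were 6.14% and 6.37%, above the limit of 5%. Of the paper's 192 RH-specific probe sets, 183 were differential here at the time listed; with a fold change alone 191 passed, and with ANOVA at an unadjusted p 179.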

Other observations

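The list tests of interactions and of T6N/T6C, R24N/R24C and T24N/T24C were chosen after the data had been seen, and those of T6P/T6C and T24P/T24C had been planned.

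At 24 h of BPH infestation the response of RH minus that of TN1 had a median of 0.60 over 22 genes of cytosolic ribosomal proteins (adjusted p = 1.82e-12 from camera, adjusted p = 0.184 with an estimated correlation), with 17 of them past the interaction. The median was 0.90 over the 22 genes of dividing cells (adjusted p = 0.00103, adjusted p = 0.454 with an estimated correlation) and -0.42 over 29 cytochrome P450 genes (adjusted p = 7.54e-05, adjusted p = 0.131 with an estimated correlation), of which 11 responded more in TN1. Over 16 genes of diterpenoid synthesis it was -0.36 (adjusted p = 0.00248, adjusted p = 0.184 with an estimated correlation). In T24P/T24C 8 of the 29 cytochrome P450 genes rose (adjusted p = 0.0114, adjusted p = 0.267 with an estimated correlation).

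In T6P/T6C 1 of 10 chitinase genes rose (median 0.43, adjusted p = 0.00239, adjusted p = 0.297 with an estimated correlation), and 3 of 43 heat shock genes (median 0.14, adjusted p = 0.00106, adjusted p = 0.561 with an estimated correlation). The 22 genes of dividing cells had a median of 0.43 in T6P/T6C (adjusted p = 1.7e-04, adjusted p = 0.717 with an estimated correlation). After puncturing at 6 h the difference in response over the 10 chitinase genes had a median of -0.47 (adjusted p = 4.82e-05, adjusted p = 0.0899 with an estimated correlation).

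In T24N/T24C 3 of 10 chitinase genes rose (median 0.32, adjusted p = 5.25e-04, adjusted p = 0.203 with an estimated correlation), and in R24N/R24C 1 did (median 0.21, adjusted p = 7.99e-04, adjusted p = 0.306 with an estimated correlation). The arrays with the lowest weights were T24P replicate 1 (0.231) and R24P replicate 1 (0.256). Arrays with the same replicate number were not more alike, since 11 of 36 had their highest correlation with an array of their own number.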
